# Single-cell transcriptome analysis reveals the immune heterogeneity and the repopulation of microglia by Hif1α in mice after spinal cord injury

**DOI:** 10.1038/s41419-022-04864-z

**Published:** 2022-05-03

**Authors:** Jingyu Wang, Lintao Xu, Weiwei Lin, Yin Yao, Heyangzi Li, Gerong Shen, Xi Cao, Ning He, Jun Chen, Jue Hu, Mingzhi Zheng, Xinghui Song, Yuemin Ding, Yueliang Shen, Jinjie Zhong, Lin-lin Wang, Ying-ying Chen, Yongjian Zhu

**Keywords:** Microglia, Spinal cord injury

## Abstract

Neuroinflammation is regarded as a vital pathological process in spinal cord injury (SCI), which removes damaged tissue, secretes cytokines, and facilitates regeneration. Repopulation of microglia has been shown to favor recovery from SCI. However, the origin and regulatory factors of microglia repopulation after SCI remain unknown. Here, we used single-cell RNA sequencing to portray the dynamic transcriptional landscape of immune cells during the early and late phases of SCI in mice. B cells and migDCs, located in the meninges under physiological conditions, are involved in immune surveillance. Microglia quickly reduced, and peripheral myeloid cells infiltrated three days-post-injury (dpi). At 14 dpi, microglia repopulated, myeloid cells were reduced, and lymphocytes infiltrated. Importantly, genetic lineage tracing of nestin^+^ and Cx3cr1^+^ cells in vivo showed that the repopulation of microglia was derived from residual microglia after SCI. We found that residual microglia regress to a developmental growth state in the early stages after SCI. Hif1α promotes microglial proliferation. Conditional ablation of Hif1α in microglia causes larger lesion sizes, fewer axon fibers, and impaired functional recovery in the late stages after SCI. Our results mapped the immune heterogeneity in SCI and raised the possibility that targeting Hif1α may help in axon regeneration and functional recovery after SCI.

## Introduction

The central nervous system (CNS) is considered an area with immune privilege [1]. Spinal cord injury (SCI) leads to dramatic changes in the immune landscape [2]. Resident microglia quickly reduce and transfer to a reactive state, followed by the infiltration of peripheral immune cells [3]. Peripheral neutrophils are initially recruited to the lesion core, followed by monocytes, macrophages, and DCs [4]. Lymphocyte infiltration occurs during chronic inflammation [5]. Full immune diversity in SCI remains poorly characterized. To explore the immune landscape in uninjured and injured spinal cords, we sorted CD45^+^ immune cells and conducted single-cell RNA-sequencing (scRNA-seq).

Microglia, a type of tissue-resident macrophage with dense ramifications, are the main immune cells in the CNS that respond to injury rapidly [6]. After injury, microglia can be roughly divided into ‘quiescent’ and ‘reactive’ subsets. The identification of reactive microglia depends on morphological features [7]. Previous studies have characterized different subtypes of microglia during physiology and in several diseases, including neurodegeneration, acute injury, aging, Alzheimer’s disease, and multiple sclerosis [8–12]. Over-reactive microglia that secrete excess inflammatory cytokines induce neurotoxic reactive astrocytes and cause secondary injury [13]. Instead, microglia can phagocytize myelin debris and dead cells, produce protective scars for wound compaction, and promote re-myelination [14]. Importantly, impairment of locomotor recovery can be caused by the removal of microglia after SCI, whereas microglial repopulation benefits functional recovery [15]. Additionally, reborn microglia possess neuroprotection through the IL-6 pathway after brain injury [16]. The beneficial effects of reborn microglia after CNS injury may outweigh their harmful effects. Thus, promoting microglial repopulation may be a potential therapy for SCI.

At first, it is imperative to identify the regulatory factors for microglial repopulation. SCI can result in extensive hypoxia in the lesion due to the mechanical destruction of blood vessels, increased infiltration of immune cells, proliferation of glial cells, and constriction of capillaries at pericytes [17, 18]. Hypoxia-inducible factor 1α (Hif1α) is expressed by cells in response to hypoxia. Degradation of Hif1α is mediated by von Hippel-Lindau (VHL) E3 ubiquitin in normoxia, which is relieved in hypoxia and then the accumulation of Hif1α is present in cells [19]. The Hif1α pathway promotes the proliferation of granule neuron precursors in the postnatal phase. However, degradation of Hif1α controls neuron differentiation [20]. Microglial proliferation and the Hif1α pathway occur simultaneously in the early phase of SCI in our scRNA-seq data. Ingenuity Pathway Analysis (IPA) of differentially expressed genes (DEGs) in proliferative microglia revealed that the Hif1α-Zeb1 axis might be a critical upstream regulatory factor. Thus, we next explored the role of Hif1α in the repopulation of microglia after SCI and the effect of Hif1α in microglia on functional recovery was explored.

## Materials and methods

### Materials

The details of the materials are shown in Supplementary Table S1.

### Animals

All experiments involving animals were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee and approved by the Ethics Committee of Zhejiang University (No. ZJU20210190). All mice were maintained at the Laboratory Animal Center of Zhejiang University under specific pathogen-free conditions, and housed with three to five mice per cage under 12-h light/dark cycle with ad libitum access to sterile water and food. All mice were maintained on a C57/BL6 background. All mice were divided into certain groups randomly using a random number method.

Hif1α^flox^ mice were established by Shanghai Model Organisms Center, Inc. (SMOC). Ai9, Nestin^CreERT2^, and CX3CR1^CreERT2^ mice were obtained from the Jackson Laboratory [21, 22]. CX3CR1^CreERT2^:: Ai9 and Nestin^CreERT2^:: Ai9 mice were used for lineage tracing, as previously described [23]. CX3CR1^CreERT2^:: Ai9 mice were intraperitoneally injected with tamoxifen (150 mg/kg) once daily for four days at three to four weeks old to induce microglia to constantly express tdT. Nestin^CreERT2^:: R26 ^tdTomato^ mice were treated with tamoxifen to induce tdT expression in Nestin^+^ cells and left to rest for two weeks.

### SCI induction

Three-month-old mice were deeply anesthetized with isoflurane inhalation. The SCI mouse model was established via Allen’s method, as described previously [24, 25]. Briefly, mice underwent laminectomy at thoracic spinal segment T10. Then, NYC-II struck instrument was then used to produce a moderate contusion on the exposed spinal cord under a force of 5 g × 15 mm. The same surgical operation without contusion was performed in sham mice. SCI mice underwent bladder massage to aid urination twice daily across the experiments. All mice were subcutaneously injected with 1 mg/kg flunixin meglumine, 5 mg/kg ceftiofur sodium, and 0.5 ml of saline once daily for five days after surgery.

### Spinal cord single-cell dissociation

Mice were anaesthetized and transcardially perfused with ice-cold saline. Injured or normal spinal cord segments (8 mm) centered on the lesion site were immediately extracted and maintained in an ice-cold Hibernate-A medium (Gibco). Single-cell suspensions were obtained by using a Neural Tissue Dissociation Kit (P) (Miltenyi Biotec) according to the manufacturer’s protocol. Briefly, the segments were cut into small pieces and then incubated in 50 μL Enzyme P diluted in 1.95 mL Buffer X for 30 min at 37 °C with gentle shaking (100 r.p.m). Enzyme A (10 μL) diluted in 20 μL of Buffer X was next added to the digestive system. Following incubation for 10 min, single-cell suspensions were generated by pipette blowing. The suspensions were then strained using a cell strainer (70 μm) and centrifuged. Cell pellets were resuspended in 33% Percoll (GE Healthcare) layered on 70% Percoll and centrifuged for 15 min at 1800 r.p.m. Cells were obtained from the 30–70% interface and washed with Hank’s Balanced Salt Solution twice. All steps were conducted at 4 °C except digestion.

For ActD based dissociation, ActD (Sigma-Aldrich) was added across all steps during the dissociation at the final concentration of 45 μM at 37 °C for digestion or 3 μM at 4 °C for trituration and cell sorting [26].

### Cell sorting

For single-cell RNA sequencing (scRNA-seq), mice (*n* = 30, 15 males, 15 females) were randomly divided into three groups (control; three and 14 dpi). After experimental processing, single-cell suspensions were acquired as described above, washed twice in fluorescence-activated cell sorting (FACS) buffer (PBS supplemented with 0.2% B27 and 0.1% N2 nutrient), and incubated with an anti-CD16/32 antibody (Fc blocker, BD Biosciences) for 5 min at 4 °C, Cell pellets were then stained with an anti-CD45 antibody (BD Bioscience) for 20 min at 4 °C and washed twice. For cell sorting, live cells were stained with DAPI (BD Biosciences), and CD45 positive cells were purified using Beckman Moflo Astrios EQ.

### Single-cell RNA sequencing

ScRNA-seq was conducted using the 10× Chromium Single Cell Platform (Single Cell 3′ library and Gel Bead Kit v.3) according to the manufacturer’s protocol [27]. Library quantification was performed with Qubit and the library pool was sequenced on an Illumina NovaSeq 6000 sequencing platform using 150 base pair paired-end reads.

Quality control metrics were calculated using the R package Seurat v.3.1. Genes were expressed in fewer than ten cells. We filtered cells with more than 10% mitochondrial genes or fewer than 600 distinct genes. Cells expressing both myeloid and lymphoid markers (co-expressed Itgam and CD3e, Itgam and CD19, or Itgam and Klrb1c) were removed. R package DoubletFinder was used to detect and remove doublets [28].

Seurat’s LogNormalize method was used to normalize and scale the data for sequencing depth (scale.factor = 10,000). Highly variable genes were detected using Seurat’s FindVariableGenes function: x.low.cutoff = 0.0125, x.high.cutoff = 3, y.cutoff = 0.5. For the integration of different samples, Seurat’s integration workflow was used to bath-correct the expression matrices (anchor_n_cutoff < −2000; k.filter_cutoff < −200; anchor_pca_n_cutoff < −50) [29]. Cells were visualized by t-distributed stochastic neighbor embedding (t-SNE) and clustered using the FindClusters method (resolution = 0.6). FindAllMarkers function was used to identify differentially expressed genes (DEGs). DEGs with p_val_adj dj l_ion waavg_logFC vg_logFC were defined as significant DEGs.

GO analysis (biological process) was performed using Metascape ((http://metascape.org) [30], which was visualized using a bioinformatics platform (http://www.bioinformatics.com.cn/).

### Flow cytometry

Single-cell suspensions were prepared as previously described. Cells were washed twice FACS buffer followed by incubation with an anti-mouse CD16/32 antibody at 4 °C for 5 min. Cell pellets were then stained with antibodies (listed in Supplementary Table S1) for 20 min at 4 °C in the dark. Subsequently, the cells were washed twice and resuspended in FACS buffer. DAPI was used to exclude dead cells. Samples were analyzed using a CytoFlex LX Flow Cytometer (Beckman).

According to our scRNA-seq data and previous studies [1, 31, 32], we defined B cells as CD45^high^ CD19^+^ cells; NK cells as CD45^high^ CD19^−^ NK1.1^+^ CD3e^−^ cells; NK T cells as CD45^high^ CD19^−^ NK1.1^+^ CD3e^+^ cells; αβ T cells as CD45^high^ CD19^−^ NK1.1^−^ CD3e^+^ TCR β^+^ cells; γδ T cells as CD45^high^ CD19^−^ NK1.1^−^ CD3e^+^ TCR β^−^ cells; neutrophils 1 as CD45^+^ CD11b^+^ Ly6g^−^ CxCr2^+^ cells; neutrophils 2 as CD45^+^ CD11b^+^ Ly6g^+^ CxCr2^+^ MHC II^+^ cells; neutrophils 3 as CD45^+^ CD11b^+^ Ly6g^+^ CxCr2^+^ MHC II^−^ cells; neutrophils 4 as CD45^+^ CD11b^+^ Ly6g^+^ CxCr2^−^ cells; microglia as CD45^+^ CD11b^+^ Csf1r^+^ Cx3Cr1^+^ cells; homeostatic macrophage as CD45^+^ CD11b^+^ Csf1r^+^ Cx3Cr1^−^ CD63^−^ CD206^+^ cells; injury associated macrophage 1 as CD45^+^ CD11b^+^ Csf1r^+^ Cx3Cr1^−^ CD63^+^ cells; injury associated macrophage 2 as CD45^+^ CD11b^+^ Csf1r^+^ Cx3Cr1^−^ CD63^+^ CD206^+^ cells.

### Immunohistochemistry

Mice were anesthetized and perfused with ice-cold PBS and 4% paraformaldehyde. Healthy or injured spinal cord segments were dissected, fixed overnight at 4 °C, and dehydrated for two days. The spinal cord segments were embedded in Tissue-Tek O.C.T Compound (Thermo Fisher). Sagittal or transverse sections were obtained using a freezing microtome (Thermo Fisher, NX50). The sections were blocked with PBS containing 10% donkey serum, 1% BSA, and 0.25% Triton X-100 for 1 h at room temperature. Subsequently, sections were incubated with primary antibodies at 4°C overnight. The sections were incubated with secondary antibodies (1:500) at room temperature. DAPI (1:100) solution was used for nuclear staining. Sections were imaged using an Olympus *FV3000* confocal microscope.

The following primary antibodies were used: anti-CD19 (Rat, 1:200; Invitrogen); GFAP (Chicken, 1:500; Abcam); Nkp (goat, 1:200; R and D Systems); TCR β (Hamster, PE conjugated, 1:100; BD Biosciences); IL17a (Rat, Alexa Fluor 488 conjugated, 1:100; Invitrogen); Ccr7 (Rabbit, 1:500; Abcam); Tmem119 (Rabbit, 1:500; Abcam); RFP (Rabbit, 1:100; Rockland); RFP (Chicken, 1:100; Rockland); Ki67 (Rabbit, 1:200; Invitrogen); c-Myc (mouse, 1:200; Novus); Spp1 (goat, 1:200; R and D Systems); Nestin (Chicken, 1:200; Novus); IBA1 (Rabbit, 1:500; Abcam); NF-H (Chicken, 1:500; Abcam); CD31 (goat, 1:200; R and D Systems).

The following secondary antibodies from Jackson ImmunoResearch were used: Alexa Fluor 488 conjugated donkey anti-rat; Alexa Fluor 594 conjugated donkey anti-chicken; Alexa Fluor 488 conjugated donkey anti-chicken; Alexa Fluor 488 conjugated donkey anti-mouse; Alexa Fluor 488 conjugated donkey anti-rabbit; Alexa Fluor 488 conjugated donkey anti-goat.

### Detection of hypoxia in the spinal cord after SCI

Hypoxia in the tissue was detected using a Hypoxyprobe kit (Hypoxyprobe, Inc) according to the manufacturer’s protocol. Briefly, mice were intraperitoneally injected with the Hypoxyprobe™-1 (60 mg/kg). After 1 h, spinal cord sections were collected as above described, and next incubated with an anti-pimonidazole antibody (1:500) overnight at 4 °C. After washing three times with PBS, the sections were incubated with a FITC-conjugated IgG1 mouse monoclonal antibody (1:100) for 2 h at room temperature. FITC^+^ cells had an oxygen concentration of <14 μM. Sections were imaged using an Olympus *FV3000* confocal microscope.

### qRT-PCR

Total RNA was extracted from CD45^+^ cells sorted from spinal cords using TRIzol (Thermo Fisher) with standard or ActD-based dissociation methods. cDNA synthesis was performed using the PrimScript RT Reagent Kit with gDNA Eraser (Takara) according to the manufacturer’s protocol. Quantitative RT–PCR was performed using 100 ng cDNA and TB Green Premix Ex Taq II (Takara) on LightCycler 480 II system (Roche) with a cycling program of 95 °C for 30 s, followed by 40 cycles of 5 s at 95 °C, and 1 min at 60 °C. A melting curve of the amplified products was obtained using the above program. Data was collected and analyzed using the LightCycler 480 Software (1.5.0).

### Basso mouse scale (BMS) scoring

BMS scoring was performed to evaluate hind limb locomotor activity in an open field for 5 min as previously described [33]. Mice underwent bladder evacuation and were adapted to the testing environment for 1 h before testing. The initial score was similar for all mice. The observation began at the same time on each test day (13:00), and two observers were blinded to the groups, treatments, and genotypes. Mice with a difference of more than 2 score points between the left and right hindlimbs were excluded.

### Rotarod testing

Coordination and gross motor capability were assessed by rotarod testing [34, 35]. The mice were habituated to the test room for 1 h before testing. An accelerating rotarod was used to measure gross motor capability and coordination by accelerating the rod from 0 to 40 r.p.m. Each mouse was subjected to one practice trial, followed by two test trials, with an interval of 20 min between trials. The latency to fall was recorded and averaged from two test trials per mouse.

### Von Frey filament testing

The von Frey filament test was performed to evaluate hind limb tactile sensory recovery [35]. Mice were acclimated to a metal-mesh-bottom cylinder for 30 min. The lateral area of left/right hind paws was stabilized with a full set of von Frey filaments ranging from 0.004 *g* to 8 *g*. The stimulus was repeated five times. Hind paw licking or withdrawal represents three out of five stimuli marked as the von Frey threshold.

### Statistical analysis

The data were analyzed by GraphPad Prim (8.0). Although no statistical methods were used to pre-determin sample sizes, sample sizes in our study are similar to those in other publications. Two groups of data were analyzed by Student’s t tests. One-way ANOVA with Tukey’s multiple comparisons posttest or two-way ANOVA-RM with Bonferroni’s post hoc correction were used when compared multiply groups. The data are presented as the mean ± standard error of the mean (SEM) and statistical significance was set at *p* < 0.05.

## Results

### Isolation of immune cells using actinomycin D to minimize the artificial activation of IEGs

To recognize various immune cell subtypes in the lesion after SCI, scRNA-seq was performed using a 10× platform (Supplementary Fig. S1A). However, induction of transcriptional perturbations, especially IEGs, changes cell states [36, 37]. Adding ActD during the preparation of single-cell suspensions could minimize IEGs [26]. Compared with other cell types in the amygdala, IEGs were strongly upregulated in microglia, which is an important immune cell type in our study. 

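CD45+ cells of the spinal cord of sham mice were sequenced in 2 libraries, 1 made with the standard dissociation and 1 with actinomycin D (ActD), a transcription inhibitor added at 45 µM during digestion and 3 µM in the cold steps. There was 1 library per protocol, so no difference between libraries could be set against a spread between replicates. In the 10× Chromium method used, each captured RNA molecule carries a unique molecular identifier (UMI), so that copies made by amplification count as 1 molecule. The authors deposited raw UMI counts per gene and cell barcode, without normalization and before the filters given in the methods. The standard library held 6827 barcodes with 60412094 UMIs, and the ActD library 2439 barcodes with 27447471 UMIs. The matrices carry software version 3.0.1 for the standard library and 3.1.0 for the ActD library, so the protocol and the software version cannot be told apart. The filters of the study were applied, which require at least 600 genes and at most 10% mitochondrial UMIs and remove cells with UMIs of Itgam together with a lymphoid marker. Fewer than 600 genes were found in 690 cells of the standard and 165 of the ActD library, and over 10% mitochondrial UMIs in 764 and 164 cells. Doublets were removed by a score from simulated doublets in place of DoubletFinder, at rates of 5.46% and 1.93%. This left 5035 cells with a median of 7426 UMIs and 2135 cells with a median of 9672 UMIs. UMIs were summed per cell class and library and scaled by the total of the class (CPM). All intervals are 95% intervals that cover counting error only.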

We obtained a total of 4467 CD45^+^ immune cell transcriptomes from sham groups undergoing the standard protocol (2870 cells) or ActD-based dissociation protocol (1597 cells). 

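After anchor integration, each cluster was named per library from markers fixed before the data were examined, while the thresholds of the naming rule were set after the clusters were seen. Microglia-like cells made up 50.3% of the standard library (2531 of 5035 cells, exact Clopper-Pearson interval 48.9 to 51.7%) and 70.3% of the ActD library (1501 of 2135 cells, 68.3 to 72.2%). Macrophage-like cells made up 2.88% and 6.37%, monocyte-like cells 4.09% and 1.31%, and neutrophil-like cells 7.67% and 4.26%. B-cell-like cells numbered 734 in the standard library, 14.6% of its cells (13.6 to 15.6%), and 49 in the ActD library. Clusters named T-cell-like held 25 cells of the ActD library, and clusters named as NK cells and plasmacytoid dendritic cells held 43 and 42 cells of the standard library. No name was given to 948 cells of the standard library (18.8%) and 305 of the ActD library (14.3%). In the standard library, 460 of these lay in clusters with low UMI counts and 380 in clusters led by genes of another class. The looser filter of at least 200 genes and at most 20% mitochondrial UMIs moved the microglial share of the standard library most, to 42.4%.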

Six distinct clusters were represented using t-distributed stochastic neighbourembedding (t-SNE), including microglia, macrophage, monocytes, and monocyte-derived cells, neutrophils, and B cells (Supplementary Fig. S1B). These cell types were defined based on key signature markers [1, 10, 38].

There was little overlap in the microglia between these two samples on t-SNE (Supplementary Fig. S1C). 

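Mixing of the libraries was measured in 30 principal components on 1501 microglia drawn from each. Of the 20 nearest neighbours of a microglial cell, 0.451% came from the other library, against 50.0% under random mixing. For 98.3% of these cells, no neighbour came from the other library. With the immediate early genes (IEGs) left out of the variable genes the share was 0.493%, and with 50 neighbours it was 0.630%. Integration of the libraries with Seurat's anchors moved it most, to 13.5%.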

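In microglia, the median log2 ratio of CPM in the standard over the ActD library was −0.54 over the 8944 genes with at least 200 UMIs, and edgeR's TMM factors add 0.54 to every ratio. All 20 genes of a list of IEGs fixed before the data were examined were higher in the standard library. Their median log2 ratio was 5.88, higher than that of each of 10000 random lists of genes with like mean expression (percentile 100). Among the alternatives, TMM scaling moved this median most, to 6.42. Fos (ENSMUSG00000021250; chromosome 12, 85473890 to 85477273 in GENCODE M21, matched by identifier because the matrices name no genome build) reached 5673 CPM with the standard and 7.16 CPM with the ActD protocol. Its log2 ratio was 9.63, with an exact conditional Poisson interval of 9.36 to 9.91. Log2 ratios were 8.43 for Atf3, 7.47 for Egr1, 6.70 for Ier3, 5.59 for Jun and 5.28 for Junb. Of all genes compared, the largest ratios were those of Gadd45b (log2 10.54, 9.77 to 11.45), Gdf15, Cxcl2 (10.16), Fos and Gem (9.39). Gdf15 had 112 CPM with the standard protocol and 1 UMI with ActD (log2 10.80, 8.32 to 16.11). The smallest were those of Igha, Hist1h3c (log2 −5.46), Pbk (−4.86), Hist2h2bb (−4.78) and Hist1h1b (−4.60). Igha had no UMI with the standard protocol and was at least 97.7-fold lower there than with ActD, where it stood at 14.4 CPM.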

Analysis of DEGs revealed elevated expression of many IEGs as previously described, when cells were dissociated using a standard procedure (Supplementary Fig. S1D) [26]. Real-time qPCR further verified that ActD significantly reduced the expression of IEGs (Supplementary Fig. S1E). Cell clusters that were dissociated using standard methods highly expressed IEGs, particularly microglia (Supplementary Fig. S1F). 

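Outside microglia, the median log2 ratio of the IEGs in the standard over the ActD library was 4.16 in macrophages (19 of 19 genes with at least 20 UMIs higher), 2.68 in B cells (17 of 18), 2.43 in neutrophils (18 of 18) and 1.83 in monocytes (17 of 17). Summed over the list, macrophages held 30869 CPM with the standard protocol and 1531 CPM with ActD. Neutrophils held 10100.2 and 2581 CPM, and B cells 8481 and 2425 CPM.

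**Figure D1:**
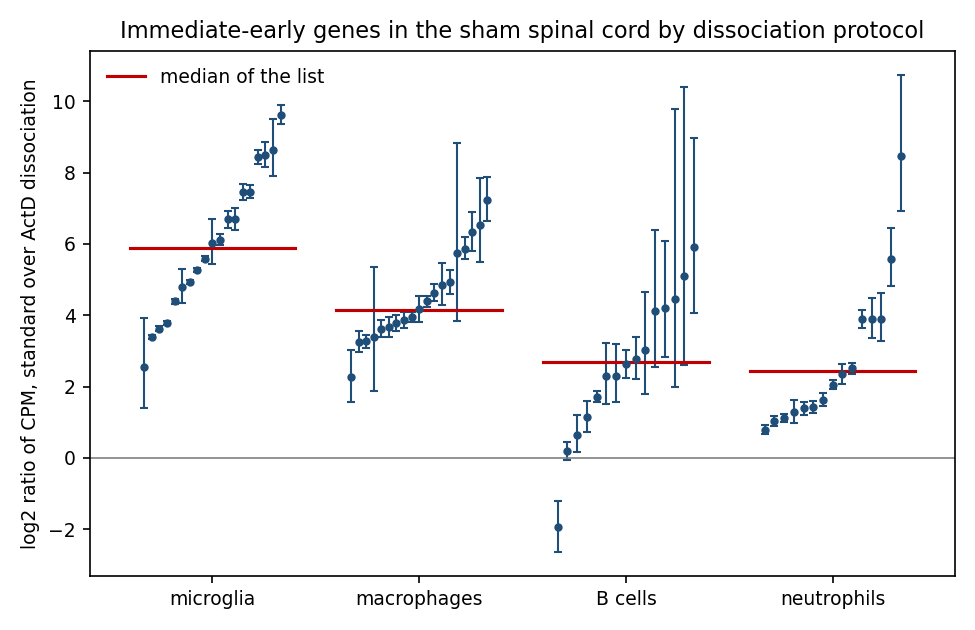
Log2 ratio of CPM in the standard over the ActD library (vertical axis) for each IEG with at least 20 UMIs in microglia, macrophages, B cells and neutrophils (horizontal axis). Points are genes with their 95% counting intervals and red lines are medians, which fall from 5.88 in microglia to 2.43 in neutrophils.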

Taken together, these results revealed that the addition of ActD during single-cell preparation minimized the artificial induction of IEGs, especially in microglia.

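In microglia, the IEGs summed to 45734 CPM with the standard protocol and 1082 CPM with ActD. Other lists also differed between the libraries in these cells. The median log2 ratio was 5.21 for the M1 markers named by the paper (5 of 6 genes higher with the standard protocol), −1.95 for interferon response genes (1 of 20 higher) and −2.44 for proliferation genes (1 of 20 higher). From the lower IEG levels with ActD, the paper concludes that the inhibitor kept the artificial induction of these genes low, most of all in microglia.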

### Unbiased scRNA-seq reveals immune cell heterogeneity in the uninjured and injured spinal cords

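Of the injury experiment, 3 libraries of CD45+ cells dissociated with ActD were used, 1 from sham mice and 1 each from mice at 3 and 14 days post injury (dpi). The sham library is the ActD library described above. The paper's methods name 30 mice, 15 male and 15 female, in 3 groups, and the paper's text does not name the mice behind each library. The 3 dpi matrix held 10763 barcodes with 125270696 UMIs and the 14 dpi matrix 11631 barcodes with 129935880 UMIs. The 3 dpi matrix carries the software version of the standard sham library and the 14 dpi matrix that of the ActD sham library. After the filters, 8214 cells remained at 3 dpi, with a median of 8894 UMIs, and 9078 cells at 14 dpi, with a median of 8732 UMIs. Cells with UMIs of Itgam and a lymphoid marker numbered 26 in the sham library, 540 at 3 dpi and 870 at 14 dpi. The doublet rates were 8.61% at 3 dpi and 9.30% at 14 dpi. Counts were log-normalized to 10000 UMIs per cell, and the libraries were integrated on 2000 variable genes and 50 dimensions and clustered at a resolution of 0.6. For shares of cells with a UMI of a gene, each cell was thinned to 1000 UMIs at random, since the depth differed between classes and libraries, and cells below that depth were left out. RNA free in the suspension also enters the droplets, so shares in other classes are given for comparison.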

To assess immune cell heterogeneity at the injured sites, Act-seq was performed on CD45^+^ cells sorted from the uninjured and injured spinal cord segments at 3 and 14 dpi (Fig. 1A). We obtained 20,217 immune cells (2,131 cells in the sham group, 8,363 cells at three dpi, and 9,723 cells at 14 dpi). 

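Names were left open for 193 sham cells (9.04%), 116 cells at 3 dpi (1.41%) and 510 cells at 14 dpi (5.62%). Of those in the sham library, 93 lay in clusters with fewer than 20 cells of that library. At 14 dpi, 382 lay in clusters led by genes of another class. Endothelial-like clusters held 23 sham cells and 35 cells at 14 dpi, and an oligodendrocyte-like cluster held 24 cells at 3 dpi. No cluster met the marker rule for mast cells or basophils. Clusters with fewer than 20 cells of a library were given no name, so this sets no limit on their share.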

Unbiased clustering analysis identified 32 distinct cell clusters according to specific markers, consisting of seven clusters of microglia, three clusters of macrophage, four clusters of neutrophils, mast cells, monocytes, monocyte-derived cells, five clusters of dendritic cells, NK cells, NK T cells, three clusters of T cells, three clusters of B cells, endotheliocyte, and monocyte-derived fibroblast (Fig. 1B, S3A). The proportion and cell state of immune cells markedly changed in SCI (Fig. 1C and Supplementary Fig. S3B, C). 

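Neutrophil-like cells made up 4.78% of the sham library (102 cells, 3.91 to 5.77%), 22.2% at 3 dpi (1825 cells, 21.3 to 23.1%) and 15.3% at 14 dpi (1393 cells, 14.6 to 16.1%). Dendritic cells (DCs) made up 1.45%, 7.15% and 4.97%. Most of the sham DCs lay in a cluster led by genes such as Mrc1 and Cd163, markers of border-associated macrophages. The sham share of DCs is thus not settled. Monocyte-like cells made up 0.718% at 3 dpi and 7.77% at 14 dpi. When macrophages were clustered again, a cluster from 3 dpi was led by genes of monocytes. At 14 dpi, the 382 cells left unnamed for genes of another class had monocytes as their best class. The monocyte shares thus depend on the naming and are no settled comparison of the 2 times. No cluster of sham cells was named monocyte-like, although 28 cells of this library were when the 2 sham libraries were clustered together. Of the neutrophils at 14 dpi with a sex call, 89.5% were male, against 46.8% of microglia. The shares add up to the whole library, so that a rise in 1 class lowers the share of every other class, and they give no number of cells per mouse.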

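In microglia, the 20 IEGs summed to 1088 CPM in the sham library, 5475 CPM at 3 dpi and 829 CPM at 14 dpi. The median log2 ratio of 3 dpi over sham was 2.76 (19 of 19 genes with at least 20 UMIs higher). Neutrophils held 2564, 19281 and 4024 CPM, and B cells 2317, 6200 and 1275.0 CPM. In T cells the sum was 4087 CPM at 3 dpi and 2424 CPM at 14 dpi. Among the clusters of neutrophils, made without the genes that the paper names, the sum was 19613 and 19976 CPM in the pair from 3 dpi and 20771 CPM in 1 cluster of 234 cells from 14 dpi. Other genes that the standard dissociation had raised in sham microglia were also higher at 3 than at 14 dpi in B cells (median log2 ratio 1.30, 41 of 50 genes). Their median was 3.155 in neutrophils (80 of 86), 0.97 in DCs (67 of 86) and 0.607 in T cells (53 of 70).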

IEGs were mostly expressed in clusters (Clusters 6, 7, 9, 10, and 11) mainly derived from the 3 dpi group (Supplementary Fig. S3C, D).

**Fig. 1:**
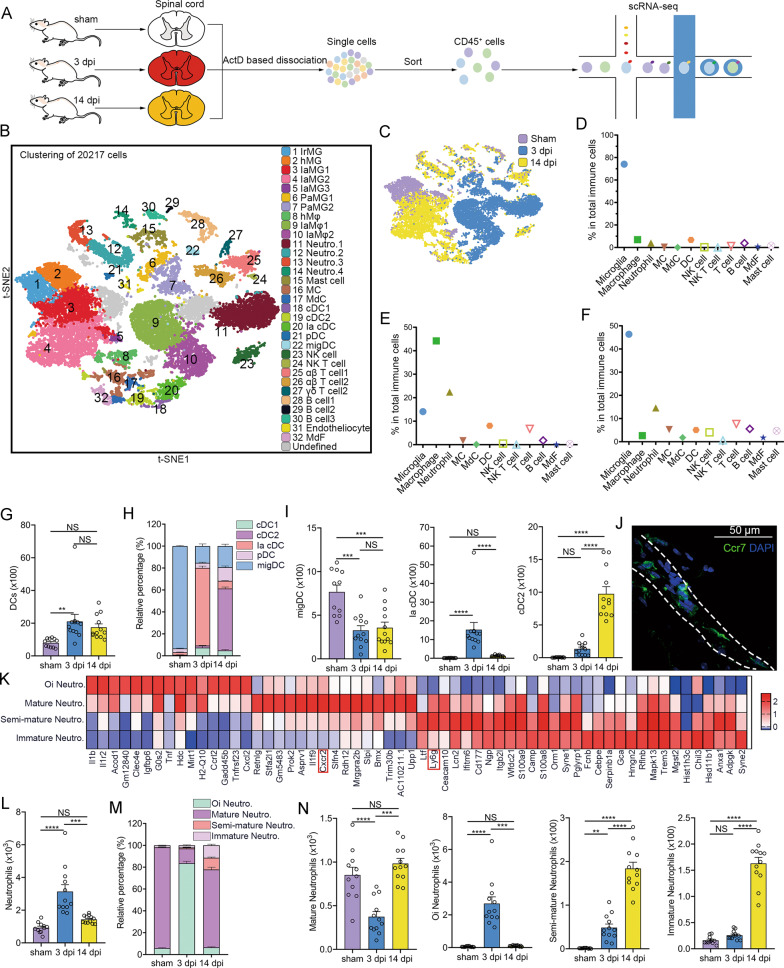
DCs and neutrophil heterogeneity after SCI. **A** Experimental design for scRNA-seq of CD45^+^ cells dissociated from healthy and injured spinal cords. **B** A t-SNE plot of 20,217 CD45^+^ cells isolated from the spinal cord after SCI at 0, 3, and 14 dpi. IaMG, injury-associated microglia; PaMG, proliferation-associated microglia; hMφ, homeostatic macrophage; IaMφ, injury-associated macrophage; cDC, classical dendritic cell; pDC, plasmacytoid dendritic cell; migDC, migratory dendritic cell; MdF, monocyte-derived fibrocyte. **C** A t-SNE plot with the colors representing cells from different samples. **D**–**F** The proportion of various immune cell types at sham, 3 dpi, and 14 dpi, respectively. **G** Flow cytometric analyses show the absolute number of DCs after SCI per mouse. One-way ANOVA with Tukey’s multiple comparisons posttest, *n* = 11 mice in the sham group, *n* = 12 mice in the 3 dpi and 14 dpi groups, **P = 0.0089. **H** Flow cytometric analyses show the proportion of different DC subsets in total DCs per mouse. **I** Flow cytometric analyses show the change of different DC subsets per mouse after SCI, respectively. One-way ANOVA-RM with Bonferroni’s post hoc correction. ***P = 0.0001 (sham vs. 3 dpi); ***P = 0.0003 (sham vs. 14 dpi); ****p < 0.0001. **J** An IHC image of a transverse section in the sham group shows the location of migDC. They are mainly in the dura mater. A dashed area outlines meninges. Images indicate similar results from three independent mice. Scale bar: 50 μM. **K** A heatmap shows the normalized expression for markers in neutrophil subsets. **L** Flow cytometric analyses show the absolute number of neutrophils per mouse after SCI. One-way ANOVA with Tukey’s multiple comparisons posttest, *n* = 11 mice in the sham group, *n* = 12 mice in the 3 dpi and 14 dpi groups, ***P = 0.0002, ****P < 0.0001. **M** Flow cytometric analyses show the proportion of different neutrophil subsets in total neutrophils per mouse. **N** Flow cytometric analyses show the change of different neutrophil subsets per mouse after SCI, respectively. One-way ANOVA-RM with Bonferroni’s post hoc correction. ***P = 0.0001; **P = 0.0054; ****P < 0.0001.

Microglia are the main immune cells (approximately 78%) in the healthy spinal cord, followed by macrophages (approximately 7%) (Fig. 1D). 

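Microglia-like cells made up 76.5% of the sham library (1633 of 2135 cells, 74.6 to 78.3%). Macrophage-like cells made up 4.17% (89 cells, 3.36 to 5.11%), and all of them lay in clusters with markers of border-associated macrophages. Clustered beside the standard sham library, this library held 136 macrophage-like cells. Naming each cell on its own by its UMIs, in place of its cluster, moved the microglial share most, to 21.8%. That rule divides the marker UMIs of a class by their mean over all cells of the libraries. It thus works against abundant classes by construction, and the 21.8% is no estimate of the share.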

SCI resulted in a microglial reduction at 3 dpi, with infiltration of myeloid cells (Fig. 1E). 

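At 3 dpi, the microglial share was 11.6% (954 of 8214 cells, 10.9 to 12.3%). Myeloid cells other than microglia made up 10.4% of the sham library (222 cells) and 78.5% at 3 dpi (6450 cells, 77.6 to 79.4%). Macrophage-like cells were the largest class, with 48.4% (3979 cells, 47.4 to 49.5%), of which 3648 lay in injury-associated and 331 in border-associated clusters. When they were clustered again, a cluster was led by genes of monocytes, so the class of part of these cells is not settled.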

Microglial repopulation, macrophage reduction, and lymphocyte infiltration were observed at 14 dpi (Fig. 1F). These results indicate immune cell heterogeneity in SCI.

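At 14 dpi, microglia-like cells made up 46.2% (4190 of 9078 cells, 45.1 to 47.2%) and macrophage-like cells 3.89% (353 cells, 3.50 to 4.31%). Of these microglia-like cells, 919 lay in a cluster led by genes of B cells and neutrophils, such as Igkc and S100a8. Of these macrophage-like cells, 311 lay in a cluster led by Cst7, Apoc1 and Sparc, which microglia also express. Lymphocytes made up 3.00% of the sham library (64 cells, 2.32 to 3.81%), 8.16% at 3 dpi (670 cells, 7.57 to 8.77%) and 15.9% at 14 dpi (1441 cells, 15.1 to 16.6%). With cells that had UMIs of Itgam and a lymphoid marker kept, the microglial share was 43.85%.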

### Infiltration of distinct dendritic cell subsets after SCI

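Dendritic cells numbered 31 in the sham library, 587 at 3 dpi and 451 at 14 dpi, out of the cells sequenced. Migratory DCs made up 13.5% of them at 3 dpi (79 cells, 10.8 to 16.5%) and 9.09% at 14 dpi (41 cells, 6.60 to 12.1%). Conventional DC1 (cDC1) made up 8.86% and 6.65%, and plasmacytoid DCs 4.26% and 8.65%. Of the sham DCs, 29 fitted no subtype and 2 lay in a cluster that met the marker rule for conventional DC2 (cDC2). Of those without a subtype, 24 lay in a cluster led by genes such as Mrc1 and Cd163, markers of border-associated macrophages. Without thinning, 29 of the 31 sham DCs had an Mrc1 UMI, so their class is not settled.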

We identified conventional DC1 (cDC1), cDC2, injury-associated cDC (Ia cDC), plasmacytoid DCs, and migratory DCs (mig DCs) based on previous studies (Fig. 1B) [38, 39]. The number of total DCs increased after SCI, while the ratios of the DC subtypes changed over time (Fig. 1G–H and Supplementary Fig. S4A). We discovered that over 90% of DCs in the sham group were migDCs (Ccr7^+^) located in the meninges, which indicated that migDCs in the spinal cord borders can migrate to draining lymph nodes (Fig. 1H–J) [38]. MigDCs were related to antigen presentation, positive regulation of hydrolase activity, and responses to tumor necrosis factor (TNF) (Supplementary Fig. S4B). 

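Clusters of DCs that met no subtype's marker rule held 312 of the 587 DCs at 3 dpi (49.0 to 57.3%) and 68 of the 451 at 14 dpi (15.1%, 11.9 to 18.7%). No marker list for a further subtype had been fixed beforehand, so these cells were given no name.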

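Clusters that met the marker rule for cDC2 held 60.5% of DCs at 14 dpi (273 of 451 cells, 55.9 to 65.1%) and 20.3% at 3 dpi (119 of 587 cells, 17.1 to 23.8%). Of these 3 clusters, only 1, with 121 cells from 14 dpi and 1 from 3 dpi, had markers of cDC2 among its leading genes, such as Cd209a and Clec10a. The one with 151 cells from 14 dpi was led by Apod and Cxcl10, with the monocyte gene Ly6c2 among its leading genes, and the one with 113 cells from 3 dpi by Pi16 and Cyp7b1. The name is thus not settled for them, and the shares are no comparison of cDC2. The value at 14 dpi ranged over the alternatives from 26.9%, with cells that had UMIs of Itgam and a lymphoid marker kept, to 74.2% with the looser filter. At 3 dpi it ranged from 0.635% without doublet removal to 74.3% with the looser filter.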

A new DCs subset (cluster 20) was identified, which we called Ia cDCs (Fig. 1H–I). A GO analysis showed that these DCs were associated with antigen processing and presentation, wound healing involved in the inflammatory response, and oxidative phosphorylation (Supplementary Fig. S4C). cDC2 was the predominant DC subtype at 14 dpi (Fig. 1H–I).

### Dynamic changes in neutrophils subsets after SCI

Neutrophils have been identified as the first peripheral leukocytes recruited to injured spinal cord sites [40]. We detected that neutrophils were divided into four subsets (clusters 11–14). 

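Neutrophils were clustered without the genes that the paper names, which gave 9 clusters. At 3 dpi, 985 of the 1825 neutrophils lay in 1 cluster and 729 in another. At 14 dpi, 357, 293, 234, 214 and 182 of the 1393 neutrophils lay in 5 other clusters. The sham library placed 63 of its 102 neutrophils in a cluster of 99 cells. Clusters filled by 1 library can reflect that library as well as a cell state.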

Ly6g was highly expressed in clusters 12–14 but lowly in cluster 11 (Fig. 1K). 

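Ly6g (ENSMUSG00000022582; chromosome 15, 75155240 to 75159126) stood at 738 CPM in sham neutrophils (698 to 781), at 21.3 CPM at 3 dpi (17.2 to 26.1) and at 604 CPM at 14 dpi. The log2 ratio of 14 over 3 dpi was 4.83 (4.53 to 5.14). TMM factors add 0.94 to this comparison and −0.98 to that of 3 dpi over sham. The clusters from 3 dpi held 7.47 and 12.4 CPM, and the largest 3 from 14 dpi 827, 963 and 93.6 CPM. With cells thinned to 1000 UMIs, 36.3% of sham neutrophils (37 of 102), 0.550% at 3 dpi (10 of 1818, 0.264 to 1.01%) and 34.0% at 14 dpi (474 of 1393) had a Ly6g UMI. At 3 dpi, 7 neutrophils were too shallow and were left out. Without thinning, the shares were 90.2%, 1.86% and 68.3%. Of the macrophages at 3 dpi, none of 3979 had a Ly6g UMI after thinning, which allows up to 0.0754%. The median depth at 3 dpi was 2287 UMIs in neutrophils and 13881 in macrophages. Other granule genes fell with Ly6g, with log2 ratios of 3 over 14 dpi of −6.00 for Camp, −5.74 for Ngp and −5.57 for Ltf. S100a8 (−2.665), S100a9 (−2.83) and Retnlg (−3.80) were lower too. Csf3r (1.82), Il1r2 (2.76) and G0s2 (1.29) were higher at 3 dpi, also with TMM factors.

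**Figure D2:**
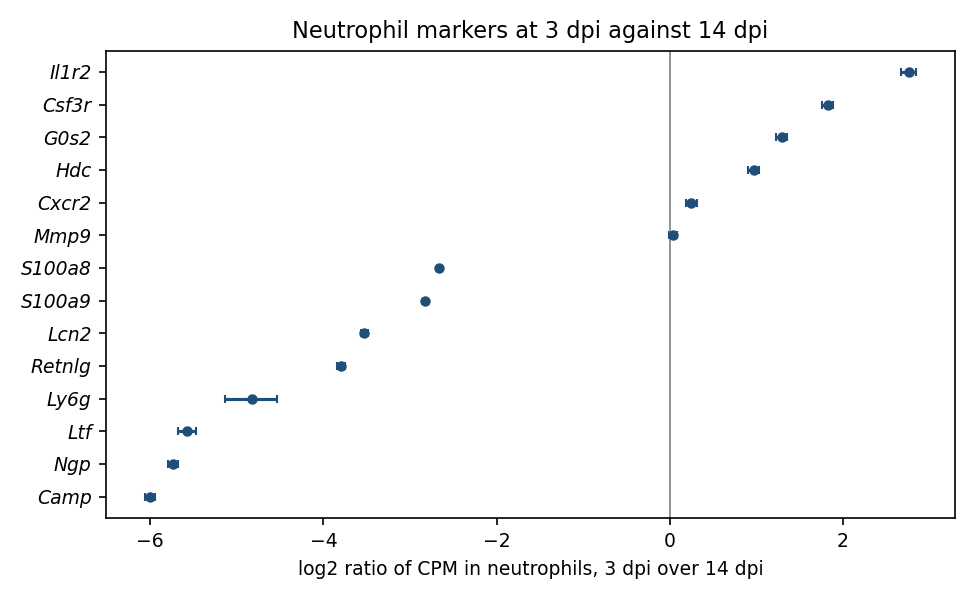
Log2 ratio of CPM at 3 dpi over 14 dpi in neutrophils for neutrophil marker genes, with 95% counting intervals. Granule genes lie as low as −6.00 (Camp), and Il1r2 lies at 2.76.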

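Inflammatory genes were highest in neutrophils at 3 dpi. Il1b stood at 118 CPM in the sham library, 10139 CPM at 3 dpi and 753 CPM at 14 dpi. Tnf stood at 14.8, 759 and 33.4 CPM, and Ccl3 at 4.15, 1572 and 135 CPM. In sham neutrophils thinned to 1000 UMIs, an Il1b UMI was found in 52.6% with the standard protocol and 9.89% with ActD. Genes outside the IEG list that the standard dissociation had raised were higher at 3 than at 14 dpi in neutrophils (median log2 ratio 3.155, 80 of 86 genes). Dissociation or a batch thus stays open for these levels. After thinning to 1000 UMIs, a Tnf UMI was found in 43.7% of neutrophils at 3 dpi (794 of 1818), against 3.08% of B cells (4 of 130), whose median depth was 2508 UMIs. Without thinning, these shares were 62.8% and 10.0%. A cluster of 182 neutrophils, all from 14 dpi, held 1577 CPM of Elane and 923 CPM of Mki67, with Ly6g at 255 CPM. It made up 13.1% of the neutrophils at 14 dpi (11.3 to 15.0%).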

Cluster 11 was defined as over-inflammatory neutrophils, cluster 12 as mature neutrophils, cluster 13 as semi-mature neutrophils, and cluster 14 as immature neutrophils according to the DEGs and a previous study (Fig. 1K) [41].

The proportion of each neutrophil subtype was verified using flow cytometric analyses. Total neutrophils expanded at three dpi and reduced at 14 dpi (Fig. 1L). Only a few mature neutrophils were found in the healthy spinal cord (Fig. 1M, N and Supplementary Fig. S4D). Acute injury-associated neutrophils largely increased at three dpi, which is related to pro-inflammation, phagocytosis, glial cell activation, fibroblast proliferation, and axon regeneration (Fig. 1N and Supplementary Fig. S4E). Mature neutrophils were the predominant neutrophils subtype at 14 dpi, whereas immature and semi-mature neutrophils increased (Fig. 1M, N). The enriched GO terms showed that immature neutrophils were associated with proliferation, angiogenesis, and regeneration (Supplementary Fig. S4F).

### Infiltration of distinct lymphocytic subsets after SCI

Both scRNA-seq and flow cytometric analyses indicated that the lymphocytes mainly infiltrated at 14 dpi (Fig. 2A). 

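Naming each cell on its own, by a rule that favours rare classes, moved the share of lymphocytes at 14 dpi most, to 25.0%. Keeping cells with UMIs of Itgam and a lymphoid marker gave 17.4%. T cells other than γδ T cells made up 5.76% of all cells at 3 dpi and 7.05% at 14 dpi, and B cells 5.30% at 14 dpi.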

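All 64 lymphocytes of the sham library were named B cells (94.4 to 100%). No cluster of sham lymphocytes was named T cells, although 25 cells of this library were named T cells when the 2 sham libraries were clustered together. At 3 dpi, T cells other than γδ T cells made up 70.6% of lymphocytes (473 of 670, 67.0 to 74.0%) and B cells numbered 129. At 14 dpi, these T cells made up 44.4% (640 of 1441, 41.8 to 47.0%) and B cells 33.4% (481 cells). γδ T cells numbered 16 at 3 dpi and 117 at 14 dpi (8.12%, 6.76 to 9.65%). At 3 dpi, 38 lymphocytes (5.67%) were left without a name.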

B cells were the main subset of lymphocytes in the sham group, whereas αβ T cell were the main subset at 3 and 14 dpi. In addition, NK and NK T cells infiltrated at 14 dpi (Fig. 2B and Supplementary Fig. S5A). 

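With lymphocytes clustered again, NK cells made up 1.64% of them at 3 dpi (11 of 670, 0.822 to 2.92%) and 13.2% at 14 dpi (190 of 1441, 11.5 to 15.0%). The clusters of all cells had held 32 and 211 NK cells. T or NK cells with UMIs of Klrb1c and of Cd3e, Cd3d or Cd3g, the genes that define NK T cells, were counted without thinning. They made up 5.37% at 3 dpi (36 cells, 3.79 to 7.36%) and 4.44% at 14 dpi (64 cells, 3.44 to 5.64%). No background was measured for this pair of genes. For Klrb1c alone, after thinning to 1000 UMIs, a UMI was found in 4.65% of T cells other than γδ T cells at 3 dpi (22 of 473) and none of 130 B cells, which allows up to 2.31%, and in 20 of 640 such T cells and 1 of 480 B cells at 14 dpi. Doublets of T and NK cells were not separated from NK T cells.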

B cells are harmful for SCI recovery [42, 43]. We detected a small number of resident B cells in the healthy spinal cord (Fig. 2C). B cells were reduced at three dpi but returned to normal levels at 14 dpi (Fig. 2C). Immunohistochemical (IHC) staining for CD19 showed that these B cells were located in the meninges (Fig. 2D).

**Fig. 2:**
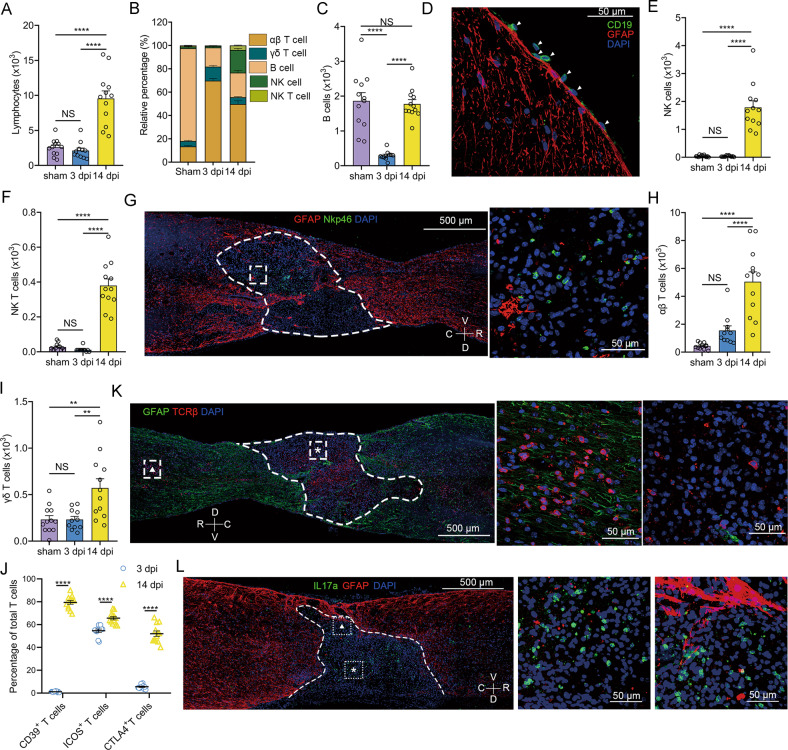
Lymphocyte heterogeneity after SCI. **A** Flow cytometric analyses show the absolute number of lymphocytes per mouse after SCI. One-way ANOVA with Tukey’s multiple comparisons posttest, *n* = 11 mice in the 3 dpi group, *n* = 12 mice in the sham and 14 dpi groups, ****P < 0.0001. **B** Flow cytometric analyses show the proportion of αβ T cells, γδ T cells, B cells, NK cells, and NK T cells in lymphocytes per mouse after SCI, respectively. **C** Flow cytometric analyses show the absolute number of B cells per mouse after SCI. One-way ANOVA with Tukey’s multiple comparisons posttest, ****P < 0.0001. **D** An IHC image of a transverse section in the sham group shows the location of B cells (white arrows). Images indicate similar results from three independent mice. Scale bar: 50 μM. **E**, **F** Flow cytometric analyses show the absolute number of NK cells **E** and NK T cells **F** per mouse after SCI, respectively. One-way ANOVA with Tukey’s multiple comparisons posttest, ****P < 0.0001. **G** IHC images of sagittal sections show the location of NK cells at 14 dpi. A dashed white line outlines the lesion border. An enlarged image of a dashed white boxed area is displayed on the right. Images indicate similar results from three independent mice. Scale bar: 500 μM or 50 μM. V, veutro; D, dorsal; R, rostral; C, caudal. **H**, **I** Flow cytometric analyses show the absolute number of αβ T cells **H** and γδ T cells **I** per mouse after SCI, respectively. One-way ANOVA with Tukey’s multiple comparisons posttest, ****p < 0.0001; **P = 0.0025 (sham vs. 14 dpi); **P = 0.0031 (3 dpi vs. 14 dpi). **J** Flow cytometric analyses show the percentage of activated T cells at 3 and 14 dpi per mouse. Multiple unpaired two-tailed Student’s *t*-test, ****P < 0.0001. **K** IHC images of sagittal sections showing the location of αβ cells at 14 dpi. A dashed white line outlines the lesion border. Magnified images of the boxed area are displayed in the middle (asterisk) and right (triangle). Images indicate similar results from three independent mice. **L** IHC images of sagittal sections show the location of Th17 at 14 dpi. A dashed white line outlines the lesion border. Enlarged images of the boxed area are displayed in the middle (asterisk) and right (triangle). Images indicate similar results from three independent mice.

NK cells have been reported to be involved in the induction of neural death by secreting granzymes, perforin, and IFN-γ [44, 45]. However, it remains poorly characterized in SCI. Both scRNA-seq and flow cytometric analyses revealed that NK cells and NK T cells infiltrated only at 14 dpi (Fig. 2E, F and Supplementary Fig. S5A). 

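NK cells were also counted cell by cell over the whole library, as cells with UMIs of at least 3 of 9 NK markers and none of the Cd3 genes. By this rule, 23 cells at 3 dpi (0.280%, 0.178 to 0.420%) and 193 at 14 dpi (2.13%, 1.84 to 2.44%) were NK cells. The number of markers was chosen after counts with at least 4 markers had been seen, which were 20 and 179 cells. The same rule gave 3 of 2135 cells in the ActD sham library (0.141%, 0.0290 to 0.410%) and 10 of 5035 in the standard sham library (0.199%, 0.0953 to 0.365%), and both intervals overlap that at 3 dpi. The filter on Itgam removes cells with NK markers: without it, the counts were 31 at 3 dpi, 322 at 14 dpi and 40 in the standard sham library.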

IHC staining for Nkp46 revealed that these cells were restricted to the core of the injured site (Fig. 2G). GO analysis of DEGs in NK cells showed that NK cells were related to cell killing, production of granzyme B and cytokines, phagocytosis, and cytolysis (Supplementary Fig. S5B).

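Among lymphocytes clustered without the genes that the paper names, a cluster of 351 T cells held 348 cells from 3 dpi, and clusters of 297 and 292 T cells held 291 and 292 cells from 14 dpi. B cells also parted by library, with 116 of 117 cells of 1 cluster from 3 dpi and 227 of 289 cells of another from 14 dpi.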

T cells are divided into αβ T cells and γδ T cells. αβ T cells infiltrated and expanded in SCI (Fig. 2H). αβ T cells occurring at 3 dpi (αβ T cell1) were completely different from those occurring at 14 dpi (αβ T cell2) (Supplementary Fig. S5C). Ifi27l2a, Isg15, Ifit3, Bst2, and Ltb were upregulated in αβ T cell2, which was enriched for T cell activation and cytokine production (Supplementary Fig. S5D, E). γδ T cells were mainly observed at 14 dpi (Fig. 2I). 

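In T cells, all 5 of the genes named for αβ T cell2 were higher at 14 than at 3 dpi, with a median log2 ratio of 1.82 (percentile 100 among random lists). The study picked these genes from the same libraries, so they are no independent evidence. Ifi27l2a rose from 428 to 2339.6 CPM (log2 2.45). The log2 ratios of Ifit3, Isg15, Bst2 and Ltb were 2.24, 1.83, 1.54 and 1.47. TMM factors add −0.08 to these ratios. The 20 interferon response genes had a median of 1.56 (16 of 20 higher). The same 5 genes were higher in other classes as well, with a median of 2.02 in DCs (5 of 5) and 1.18 in microglia (5 of 5), while 3 of 5 were higher in neutrophils.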

Activated T cells (ICOS^+^ T cells or CD39^+^ T cells) and exhausted T cells (CTLA4^+^ T cells) increased at 14 dpi (Fig. 2J). These T cells widely infiltrated the lesion core and rim (Fig. 2K). γδ T cells are almost all activated Th17 cells located at the core sites of SCI (Fig. 2L and Supplementary Fig. S5F). These results indicated that lymphocytes mainly infiltrated the lesion core restricted by the glial scar at 14 dpi.

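Il17a (chromosome 1, 20730905 to 20734496) had a UMI in 28.2% of γδ T cells at 14 dpi (33 of 117, 20.3 to 37.3%) after thinning to 1000 UMIs. It had a UMI in 1 of 640 other T cells and in none of 480 B cells, which allows up to 0.625%. The median depth was 4684 UMIs in γδ T cells and 3613 in B cells. Without thinning, the share in γδ T cells was 55.6% (46.1 to 64.7%), so that the share depends on the depth. After thinning, Cd69 had a UMI in 44.4% of γδ T cells and 28.1% of other T cells, and Icos in 29.1% and 9.69%. Cd69 was found in 0.668% of microglia and in 16.9% of B cells, and Icos in none of 480 B cells.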

### Dynamic changes in macrophages and microglia after SCI

We explored dynamic changes in macrophages and microglia after SCI. Peripheral macrophages largely infiltrated at 3 dpi but were reduced at 14 dpi (Fig. 3A). Resident microglia were reduced at 3 dpi and repopulated at 14 dpi (Fig. 3B). We identified three clusters of macrophage, including homeostatic macrophage (hMφ) and two clusters of injury-associated macrophage (IaMφ). 

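Macrophages were clustered without the genes that the paper names. A cluster of 107 cells held 80 sham cells, 89.9% of the macrophages of that library. In it, the 10 genes named for hMφ summed to 24747 CPM, and each of the 10 was highest there. These genes were picked from the same libraries.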

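Of the other clusters of macrophages, 8 were made almost wholly of cells from 3 dpi, the largest 3 with 1073, 1000 and 697 cells of that library. The 10 genes named for IaMφ1 had their highest mean level, relative to the cluster with the most, in clusters with 1000, 697 and 27 cells from 3 dpi (0.77, 0.76 and 0.75). Those named for IaMφ2 had theirs in clusters with 464 and 454 such cells (0.87 in both). The cluster of 464 cells was led by genes of monocytes, such as Ly6c2 and Plac8.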

IaMφ1 and IaMφ2 mainly infiltrated at three dpi (Fig. 3C and Supplementary Fig. S6A). The M1/M2 nomenclature was not applicable for the macrophage or microglia subtypes according to the expression of M1 markers (TNF, Il1b, Icam1, Fas, Ccl3, and Cd24a) and M2 markers (Itga6, Tgfb1, Arg1, Mrc1, Igf1, and Ccl5) (Fig. 3D). hMφ markedly overexpressed Ifi207, Ifi211, Cfh, Cyp27a1, Fam174a, CD48, Pea15a, and MHC II-associated genes (H2-Aa, H2-Ab1, CD74); IaMφ1 expressed Nrp2, Psmd1, Htr2b, Creg1, Uap1l1, Cenpb, Eif2s2, Ctsa, Slc6a8, and Renbp. 

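In macrophages at 3 dpi over sham, the 6 M1 markers had a median log2 ratio of 1.95 (6 of 6 higher) and the 6 M2 markers one of −0.36 (2 of 6 higher), which rises above 0 with TMM factors. In microglia the medians were 3.11 (5 of 6) and 0.67 (4 of 6), although the level of Arg1 there was close to that in B cells of the library. Most M1 markers were also higher in sham microglia with the standard protocol, so dissociation stays open for the M1 ratios. The genes named for hMφ fell in macrophages, with a median of −4.19 and 0 of 10 higher. Of these, H2-Aa fell from 5381 to 109 CPM (log2 −5.62, −5.68 to −5.57) and Cd74 from 12404.5 to 395 CPM (log2 −4.97). TMM factors add 0.66 to each ratio in macrophages. Macrophages at 14 dpi were not compared with sham by these lists, since most lay in the cluster led by genes that microglia share.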

IaMφ2 expressed Fn1, Dbi, Ptgs2, Tagln2, Capn2, Fam129b, Gsn, Zeb2, Rbms1, and CD44 (Supplementary Fig. S6B). 

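At 3 dpi over sham, the genes named for IaMφ2 had a median log2 ratio of 2.60 in macrophages (9 of 10 higher), and those named for IaMφ1 one of 1.48 (10 of 10). Fn1 had 1 UMI in sham macrophages, and its log2 ratio was 10.31 (7.83 to 15.61). Nrp2 had a log2 ratio of 2.28 (1.74 to 2.87). Fn1 also stood at 341 CPM in B cells at 3 dpi.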

Enriched GO term analyses indicated that IaMφ1 was related to increased oxygen levels, the respiratory chain, and autophagy, and IaMφ2 was related to wound healing and regeneration (Fig. 3E, F).

**Fig. 3:**
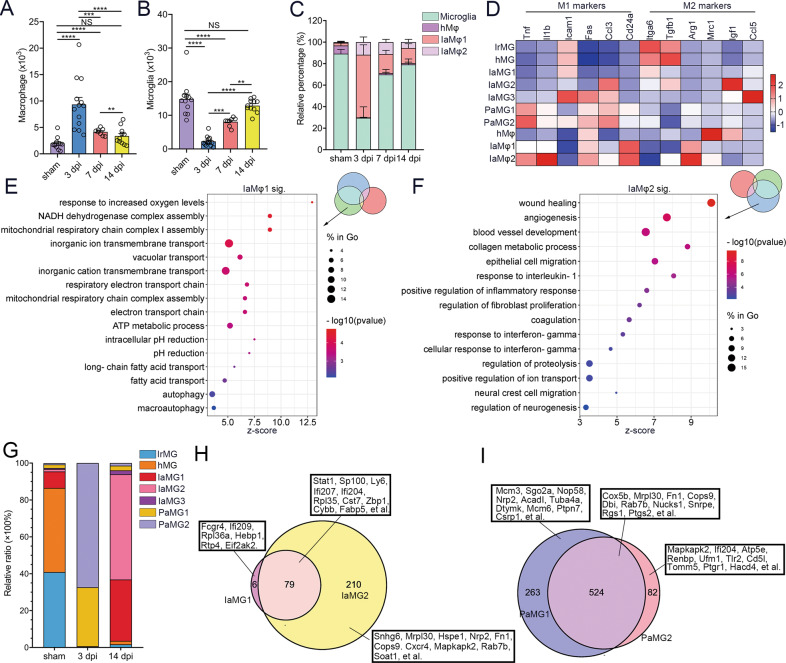
Microglia and macrophage heterogeneity after SCI. **A**, **B** Flow cytometric analyses show the absolute number of macrophages (**A**) and microglia (**B**) per mouse after SCI. One-way ANOVA with Tukey’s multiple comparisons posttest, *n* = 11 mice in the 14 dpi group, *n* = 12 mice in the sham and 3 groups, *n* = 12 mice in the 7 dpi group, **P < 0.01; ***P < 0.001; ****P < 0.0001. **C** Flow cytometric analyses show the proportion of different macrophage subtypes in total macrophage per mouse. hMφ, homeostatic macrophage; IaMφ, injury-associated macrophage. **D** A heat map shows the expression of M1 and M2 markers among all macrophage and microglia subsets. **E**, **F** Bubble diagrams of GO analysis (molecular function) of DEGs in cluster 9 (IaMφ1) (**E**) and 10 (IaMφ2) (**F**). **G** scRNA-seq reveals the proportion of different microglial subtypes in total microglia. hMG, homeostatic microglia; IrMG, interferon response microglia; IaMG, injury-associated microglia; PaMG, proliferation-associated microglia. **H**, **I** Venn diagrams show DEGs between IaMG1 and IaMG2 (**H**), PaMG1 and PaMG2 **I**.

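Microglia of the 3 libraries were clustered without the genes that the paper lists, which gave 9 clusters. Their cells came mostly from 1 library each. Clusters of 1761, 1388, 955 and 112 cells held 1738, 1352, 919 and 100 cells from 14 dpi, and clusters of 568 and 455 cells held 566 and 381 cells from 3 dpi. The cluster of 955 cells had a median of 6044 UMIs and was led by genes of B cells and neutrophils, such as Igkc and S100a8.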

Microglia in our scRNA-seq data were divided into seven clusters, which contained interferon-response microglia (IrMG), homeostatic macrophages (hMG), and three clusters of injury-associated microglias (IaMG), and two clusters of proliferation-associated microglias (PaMG). 

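A pair of clusters held 46.9% (766 of 1633 cells, 44.5 to 49.4%) and 41.3% (674 cells, 38.9 to 43.7%) of sham microglia. The list of 20 interferon response genes summed to 535 CPM in the first of them and 3156 CPM in the second.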

There are two main clusters of microglia (IrMG and hMG) in healthy spinal cords. This distribution was sex-dependent. 

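Each cell was called male from UMIs of 4 Y-linked genes or female from Xist. In the pair of clusters, 87.5% and 3.94% of the called cells were male, and interferon response genes were lower in the mostly male cluster. In sham microglia clustered alone without sex-linked and interferon genes, clusters of 502, 442, 249 and 239 cells were 91.7%, 4.07%, 90.3% and 1.40% male. The male over female log2 ratio of the interferon sum in microglia was −2.28 in the ActD sham library (−2.33 to −2.24), 0.07 in the standard sham library (0.01 to 0.13), −0.27 at 3 dpi and −1.41 at 14 dpi. The mean over the 4 libraries was −0.97, with male cells lower in 3 of 4 (2-sided exact sign-flip test, p = 0.25). Thinning cells before sex was assigned moved the mean most, to −1.17, with male cells lower in 4 of 4 and a log2 ratio of −0.37 in the standard sham library. The p was then the smallest that this test can give over 4 libraries, which is above 0.05.

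**Figure D3:**
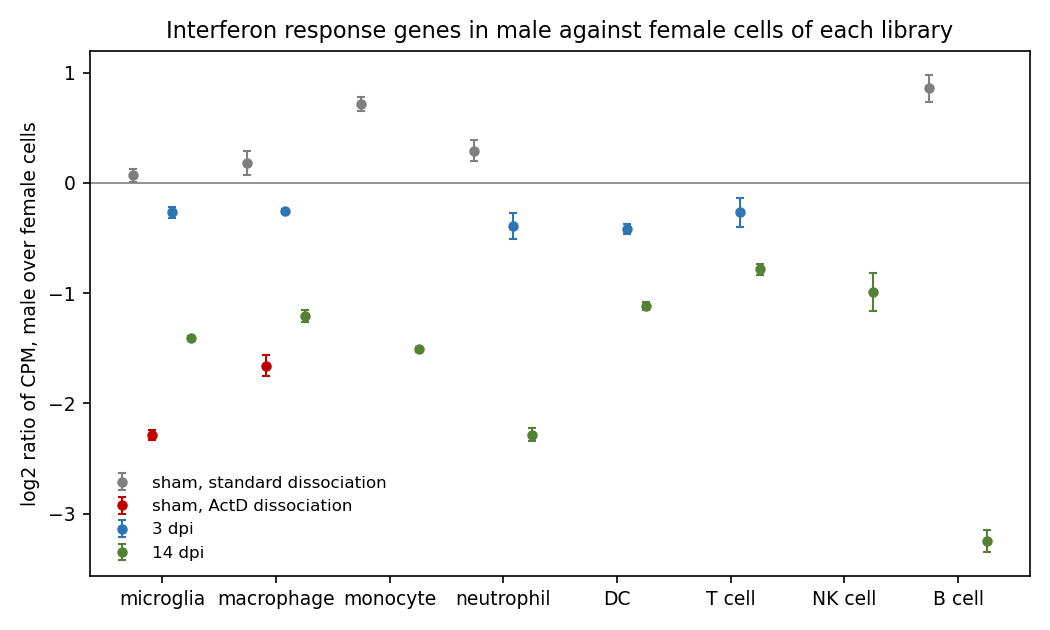
Male over female log2 ratio of the summed interferon response genes (vertical axis) by cell class (horizontal axis) and library (colours), with 95% counting intervals. In microglia the ratio lies at −2.28 in the ActD sham library and at 0.07 in the standard sham library.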

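Eif2s3y (ENSMUSG00000069049; chromosome Y, 1010543 to 1028847) stood at 33.6 CPM in sham microglia and Xist (ENSMUSG00000086503; chromosome X, 103460366 to 103483254) at 812 CPM. Of the sham microglia with a sex call, 619 were male and 734 female. Male cells held 734 CPM of the interferon response genes and female cells 3572 CPM, and all 20 genes were lower in male cells.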

IrMG mostly expressed Eif2s3y (a male-specific gene), whereas hMG mostly expressed Xist (a female-specific gene) (Supplementary Fig. S6C).

IaMG1 and IaMG2 were primarily present at 14 dpi (Fig. 3G). 

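Of the microglia at 14 dpi, 41.5% lay in the cluster of 1761 cells and 32.3% in that of 1388 cells. The genes named for IaMG2 were highest in the first (mean relative level 0.85). In microglia at 14 dpi over sham, the median log2 ratio of 9766 genes was −0.53, and TMM factors add 0.57. The largest ratios were those of Gpnmb, Apoc4, Cd5l, Atp6v0d2 and Trpc4. Gpnmb had no UMI in sham microglia and was at least 1115-fold higher, with 188 CPM against 8.44 CPM in B cells at 14 dpi. Apoc4, also without a sham UMI, stood at 9.44 CPM, against 5.20 CPM in B cells. Cd5l had 1 sham UMI and a log2 ratio of 7.90 (5.42 to 13.21). Atp6v0d2 and Trpc4 were at least 25.6-fold and 24.2-fold higher. The smallest were those of Mcpt8 (−5.57), Prss34 (−5.36), Upk1b (−5.17), Gm3739 (−4.33) and Khdrbs3 (−4.14). Mcpt8 and Prss34 are genes of basophils and led a cluster of 427 sham microglia.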

There were 85 DEGs in IaMG1 and 289 DEGs in IaMG2 relative to hMG, indicating that IaMG1 was more similar to hMG than IaMG2. 

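At 14 dpi over sham, the genes named for IaMG2 had a median log2 ratio of 0.84 in microglia (10 of 10 higher, percentile 100), those named as IaMG core genes 0.41 (8 of 9, percentile 99.5) and those named for IaMG1 0.09 (3 of 6, percentile 97.4). Among the core genes, Cst7 rose from 25.4 to 602 CPM (log2 4.57). The core genes were highest in the cluster of 112 cells (mean relative level 0.85), in which the interferon response genes summed to 14068 CPM. In female cells alone the median of the IaMG1 genes was −0.06. These lists were picked from the same libraries.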

A Venn diagram demonstrated that IaMG1 significantly expressed Fcgr4, Ifi209, Rpl36a, Hebp1, Rtp4, and Eif2ak2, IaMG2 expressed Snhg6, Mrpl30, Hspe1, Nrp2, Fn1, Cops9, Cxcr4, Mapkapk2, Rab7b, Soat1, and there were 79 IaMG’s core genes including Stat1, Sp100, Ly6, Ifi207, Ifi204, Rpl35, Cst7, Zbp1, Cybb, and Fabp5 (Fig. 3H). IaMG core genes were enriched for GO terms associated with response to interferon, cytokine production, lipid metabolism, gliogenesis, glial cell migration, fibroblast proliferation, and antigen presentation (Supplementary Fig. S6D). Upregulated genes in IaMG2 were enriched for GO terms related to angiogenesis, neural crest cell migration, nerve development, and the semaphoring-plexin signaling pathway, indicating that IaMG2 may contribute to tissue repair (Supplementary Fig. S6E).

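At 3 dpi, 59.3% of microglia (56.1 to 62.5%) lay in the cluster of 568 cells and 39.9% (36.8 to 43.1%) in that of 455 cells. Over sham, the median log2 ratio of 9250 genes was −0.53, to which TMM factors add 0.47. The largest ratios were those of Gpnmb, Arg1, Emp1, Pdpn and Npy. Gpnmb stood at 239.5 CPM, at least 1421-fold above sham, but at 264.5 CPM in B cells of the same library. Arg1 (681 CPM, 1 UMI in sham microglia, log2 13.57 with an interval of 11.09 to 18.87) stood at 569 CPM in B cells. Emp1 (61.0 CPM, at least 362-fold above sham) and Pdpn (42.3 CPM, at least 251-fold) stood at 79.6 and 37.0 CPM in B cells. Npy, with 26.9 CPM, had no UMI in B cells. The smallest were those of Prss34 (log2 −8.76, −11.80 to −6.90, from 2 UMIs at 3 dpi), Upk1b (−7.13), Mcpt8 (−7.04), Gm3739 (−6.86) and Asb2 (−6.11).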

Two clusters of PaMG were the predominant microglial subtypes at three dpi (Fig. 3G). Analysis of DEGs compared to hMG showed 524 PaMG core genes (Cox5b, Mrpl30, Fn1, Cops9, Dbi, Rab7b, et al.), 263 PaMG1’s specific genes (Mcm3, Sgo2a, Nop58, Nrp2, Acadl, Tuba4a, et al.), and 82 PaMG2’s specific genes (Mapkapk2, Ifi204, Atp5e, Renbp, Ufm1, Tlr2, Cd5l, et al) (Fig. 3I). 

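At 3 dpi over sham, the genes named as PaMG core genes had a median log2 ratio of 1.62 in microglia (6 of 6 higher, percentile 99.8), those named for PaMG1 1.19 (6 of 6) and those named for PaMG2 0.78 (6 of 7). At 14 dpi over sham the medians were 0.52, −0.14 and 0.51, of which the second rises above 0 with TMM factors. Mcm3, named for PaMG1, rose from 53.4 to 105 CPM (log2 0.98) at 3 dpi. Fn1, named as a core gene, stood at 4.50, 1388 and 330 CPM in the sham, 3 dpi and 14 dpi libraries. The study picked these lists from the same libraries.

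**Figure D4:**
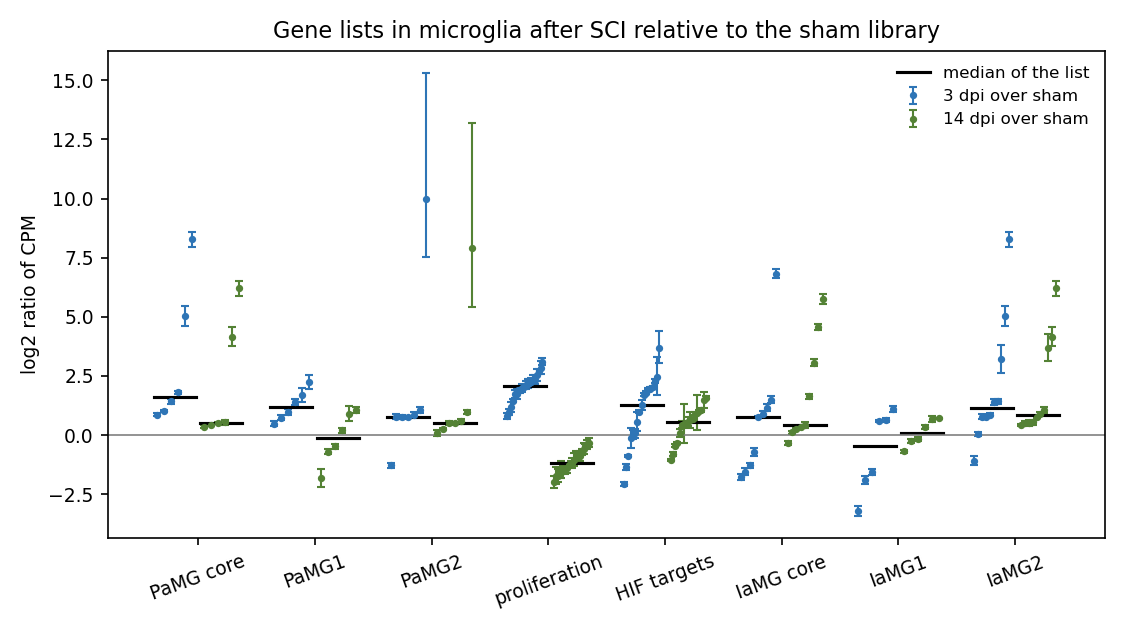
Log2 ratio of CPM in microglia over sham (vertical axis) for the genes of each list (horizontal axis), at 3 dpi in blue and 14 dpi in green. Points are genes and black bars are medians. For the proliferation list these are 2.08 at 3 dpi and −1.18 at 14 dpi.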

Enriched GO terms for the core genes showed that these PaMG genes were related to oxidative stress and proliferation (Supplementary Fig. S6F). 

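The genes named for PaMG1 had a mean relative level of 0.98 in the cluster of 455 cells and 0.59 in that of 568 cells, and those named for PaMG2 had 0.75 and 0.81. Proliferation genes summed to 5019 CPM in the first and 1277 CPM in the second, and Mki67 stood at 610.5 and 102.8 CPM. HIF target genes summed to 3848 and 3910.2 CPM. Cells of the first cluster had a median of 24715 UMIs and those of the second 14424. Over all microglia, the proliferation list had a median log2 ratio of 2.08 at 3 dpi over sham (20 of 20 genes higher, percentile 100), which restriction to cells with at least 1000 genes and at most 5% mitochondrial UMIs moved most, to 4.50. Mki67 (ENSMUSG00000031004; chromosome 7, 135689784 to 135716361) stood at 51.5, 334 and 19.1 CPM in the sham, 3 dpi and 14 dpi libraries.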

PaMG1 was closer to a proliferative state, whereas PaMG2 was closer to the reaction to oxidative stress (Supplementary Fig. S6G, H).

### Microglia regress to a developmental growth state for repopulation after SCI

Injured adult neurons have been reported to reverse the embryonic transcriptional state [46]. By scRNA-seq analysis, we were surprised to find 111 overlapping genes between PaMG1 in our study and developmental microglia as previously described, which accounted for 75% of the total DEGs (Fig. 4A) [9]. This indicates that early injured microglia are similar to developmental microglia, especially cluster 2b (a subtype of developmental microglia), as reported by Hammond et al., 2019, Immunity (Supplementary Fig. S7A) [9].

**Fig. 4:**
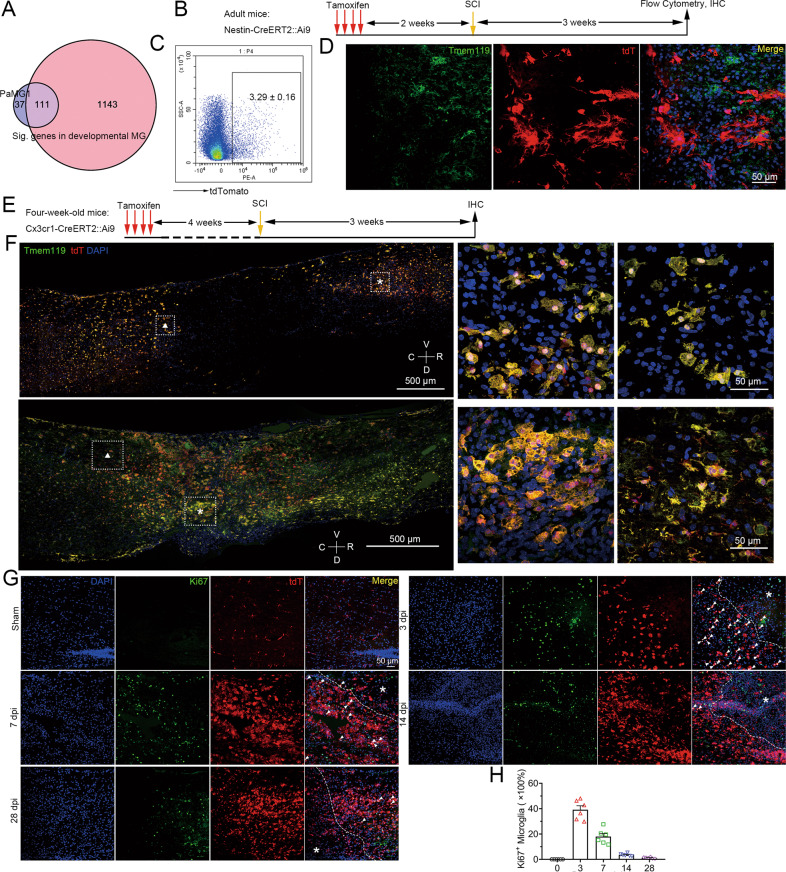
Microglia reverse to a development state for repopulation after SCI. **A** A Venn diagram shows DEGs in PaMG1 versus significant genes in developmental MG (published in Hammond et al., 2019, Immunity). **B** Experimental scheme for genetic lineage tracing of nestin^+^ cells after SCI. **C** Flow cytometric analyses show the proportion of microglia (CD45^low^Cx3cr1^+^) that express tdT at 21 dpi, *n* = three independent mice. **D** IHC images show no nestin^+^ cells co-express Tmem119, a microglial marker. Images indicate similar results from three independent mice. Scale bar: 50 μm. **E** Experimental scheme for genetic lineage tracing of Cx3cr1^+^ microglia after SCI. **F** IHC images show almost all microglia after SCI co-express tdT at 3 dpi (top panels) and 21 dpi (bottom panels). Magnified images of the boxed area are displayed in the middle (asterisk) and right (triangle). Images indicate similar results from three independent mice. Scale bar: 500 μm. Scale bar: 50 μm. **G** IHC images show the expression of Ki67 (a proliferative marker) in microglia after SCI at 0, 3, 7, 14, and 28 dpi. Asterisk: injured sites. Scale bar: 50 μm. **H** A statistic histogram of Ki67^+^ microglia. *N* = 6 independent mice per group.

We next asked whether these PaMG were derived from nestin^+^ stem cells or dedifferentiated residual microglia. Nestin-CreER^T2^::Ai9 mice were established to track nestin-lineage cells. Two weeks after the administration of tamoxifen, SCI was induced in mice (Fig. 4B). After recovery for 28 days, only approximately 3.3% of microglia (CD45^low^CD11b^+^) positive for tdT were found, which indicated that most of the reborn microglia were not derived from nestin^+^ stem cells (Fig. 4C and Supplementary Fig. S7B). We did not find any cells co-expressing Tmem119 (a microglial marker) and tdT after SCI (Fig. 4D).

To determine whether residual microglia regressing to the developmental state is the reason for micriglial proliferation and replenishment, four-week-old Cx3cr1-CreERT2::Ai9 mice were administered tamoxifen for four days [47]. Four weeks after tamoxifen administration, only microglia that expressed tdT remained, whereas other Cx3cr1^+^tdT^+^ cells in the periphery were cleared (Fig. 4E and Supplementary Fig. S7C). We discovered that most microglia were co-labeled with tdTomato after SCI at 3 and 28 dpi, indicating that most reborn microglia originated from residual microglia (Fig. 4F). Microglia were highly proliferative after SCI, as revealed by the co-expression of Ki67 and tdTomato. Approximately 40% of microglia within the lesion rim expressed Ki67 at three dpi. The proportion of Ki67^+^ microglia decreased over time, with only approximately 0.5–5% of Ki67^+^ microglia were found at 14 and 28 dpi (Fig. 4G, H). These results indicated that residual microglia can regress to a developmental growth state for proliferation, which may account for microglial repopulation after SCI.

### Hif1α promotes microglial repopulation and functional recovery after SCI

To explore the regulatory factors for microglial repopulation, an upstream analysis of DEGs in PaMG1 was performed using IPA, which revealed that the Hif1α-Zeb1 axis may regulate microglia repopulation (Fig. 5A). 

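Hif1a (ENSMUSG00000021109; chromosome 12, 73901375 to 73947530) stood at 123 CPM in sham microglia, 137 CPM at 3 dpi and 235 CPM at 14 dpi. Its log2 ratio over sham was 0.16 at 3 dpi (0.08 to 0.24) and 0.93 at 14 dpi (0.87 to 1.00). Zeb1 (ENSMUSG00000024238; chromosome 18, 5591860 to 5775467) stood at 45.6, 10.8 and 17.6 CPM, with log2 ratios of −2.08 at 3 dpi (−2.30 to −1.86) and −1.37 at 14 dpi. HIF target genes, from a list fixed before the data were examined, had a median log2 ratio of 1.28 at 3 dpi (13 of 17 higher, percentile 100) and 0.57 at 14 dpi (13 of 17, percentile 100). Among them, Vegfa rose from 1.12 to 14.5 CPM at 3 dpi (log2 3.69, 3.03 to 4.42), Pgk1 had a log2 ratio of 2.28 and Slc2a1 one of 0.07. From an upstream analysis of the genes that differed in PaMG1, which was not analysed here, the paper proposes that the Hif1α-Zeb1 axis regulates microglial repopulation.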

Then, we explored the relationship between Hif1α and microglia proliferation. Intraperitoneal injection of pimonidazole was used to detect the hypoxic environment in the spinal cord after SCI. Pimonidazole was detected in these lesions (Fig. 5B). The size of the hypoxic area was the highest at three dpi and decreased over time, with a trend similar to the proliferation of microglia described above (Fig. 5C). These results indicated that microglial proliferation may be associated with hypoxia after SCI.

**Fig. 5:**
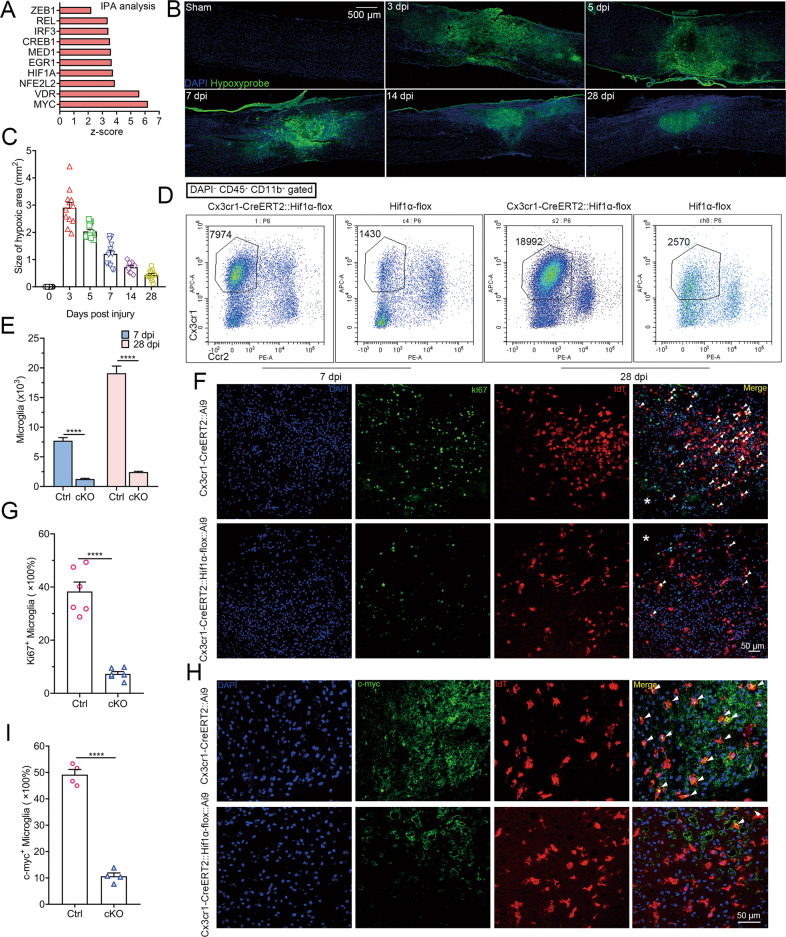
Hif1α promotes the proliferation and repopulation of microglia after SCI by maintaining their stemness. **A** Ingenuity Pathway Analysis showing the upstream regulatory factors for DEGs in PaMG1 compared to hMG. **B** IHC images reveal hypoxic conditions in the lesion sites (pimonidazole binding area) after SCI. **C** Statistical histogram of **B**, *n* = 12 sections from four independent mice per group. **D** Flow cytometric analyses showing the absolute number of microglia in Hif1α cKO mice and control mice after SCI at 7 and 28 dpi. Ccr2 was used to exclude monocyte-derived cells. **E** Statistical histogram of **D**. *n* = 6 independent mice per group, multiple unpaired two-tailed Student’s *t*-test, ****P < 0.0001. **F** IHC images showing proliferative microglia (Ki67^+^ tdT^+^ cells) at 3 dpi. Scale bar: 50 μm. **G** Statistical histogram for **F**. *n* = 6 independent mice per group, unpaired two-tailed Student’s *t*-test, ****P < 0.0001. **H** IHC images show the expression of c-myc in microglia (tdT^+^ cells) at 3 dpi. Scale bar: 50 μm. **I** Statistical histogram of **H**. *n* = 4 independent mice per group, unpaired two-tailed Student’s *t*-test, ****P < 0.0001.

Cx3cr1-CreERT2::Hif1α-flox mice were used for Hif1α ablation in microglia. Hif1α is regarded as a key transcription factor for angiogenesis through the VEGF pathway [48]. IHC staining for CD31 (a specific marker of vascular endothelial cells) showed that Hif1α ablation in microglia partly inhibited revascularization (Supplementary Fig. S8A, B). The number of microglia was markedly decreased in Hif1α cKO mice compared to that in control mice at seven and 14 dpi, suggesting that Hif1α promotes microglial repopulation (Fig. 5D, E). We next explored whether this reduction was due to the diminished proliferation of microglia using Ki67 staining. The number of Ki67^+^ microglia was reduced by approximately 30% in Hif1α cKO mice at three dpi than in control mice (Fig. 5F, G). Since we demonstrated that microglia regress to a developmental growth state after SCI, we further assessed the stemness in microglia by the IHC staining of Nestin, c-myc, and Spp1 [49]. Nestin, c-myc, and Spp1 were highly expressed in microglia (approximately 38%, 50%, and 65%, respectively) at three dpi and were downregulated in Hif1α-deficient microglia (only approximately 6%, 10%, 12%, respectively) (Supplementary Figs. 5H, I, S8C–F). These results revealed that Hif1α expression in microglia after SCI promotes revascularization and microglial repopulation.

We tested the effects of Hif1α ablation in microglia on functional recovery. Significantly larger lesion sizes were observed in Hif1α cKO mice than in control mice at 56 dpi (Fig. 6A, B). Tissue cavitation was observed in cKO mice. Immunostaining for neurofilament-H revealed that cKO mice displayed markedly fewer axon fibers than control mice (Fig. 6C, D). cKO mice exhibited worse recovery in hindpaw movement and placement, coordination, and trunk stability than littermate control mice according to the BMS scale (Fig. 6E). Hif1α cKO mice also displayed markedly worse motor functional recovery, as quantified by the rotarod test (Fig. 6F). Von Frey filament tests revealed sensory tactile deficits in cKO mice (Fig. 6G). Control and cKO mice showed similar baseline thresholds before SCI (Fig. 6G). Taken together, these results show that Hif1α expression in microglia is required for functional recovery.

**Fig. 6:**
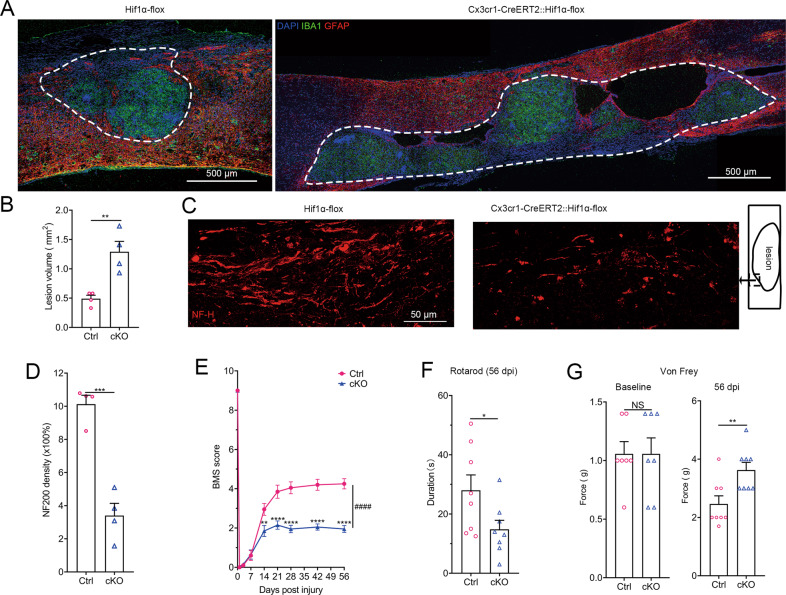
Hif1α is expressed in microglia and promotes functional recovery after SCI. **A** IHC images show the lesion sizes in Hif1α cKO and control mice at 56 dpi. The dashed white line indicates the lesion border. Scale bar: 500 μm. **B** Statistical histogram of **A**. *n* = 4 independent mice per group, unpaired two-tailed Student’s *t*-test, **P = 0.0052. **C** IHC images show axon fibers in the lesion (NF-H) in Hif1α cKO mice and control mice at 56 dpi. **D** Statistical histogram of **C**. *n* = 4 independent mice per group, unpaired two-tailed Student’s *t*-test, ***P = 0.0003. **E** BMS scores during the eight weeks of recovery after T10 contusion injury demonstrate an impaired functional recovery in Hif1α cKO mice compared with littermate controls with the same tamoxifen regimen. *n* = 10 mice per group, two-way ANOVA-RM with Bonferroni post hoc correction, F (1, 162) = 107.3 for the column factor, F (8, 162) = 333.1 for the row factor. **P = 0.0025, ****P < 0.0001, ^*####*^*P* < 0.0001. **F** Rotarod assays show impaired motor functional recovery in cKO mice compared to littermate controls at 56 dpi. *n* = 8 independent mice per group, unpaired two-tailed Student’s *t*-test, *P = 0.0459. **G** von Frey filament tests were performed at baseline and 56 dpi. *n* = 8 independent mice per group, unpaired two-tailed Student’s *t*-test, **P = 0.009.

## Discussion

We initially obtained a high-quality transcriptomic profile of immune cells in the injured microenvironment using scRNA-seq. Microglial reduction and infiltration of myeloid cells were present at three dpi, whereas microglial repopulation and of lymphocyte infiltration occurred at 14 dpi. Microglial repopulation is driven by the proliferation of residual microglia. Hif1α promotes microglial repopulation. Hif1α cKO mice displayed larger lesions, fewer axon fibers, and worse functional recovery than control mice.

We noted that NK cells were present at 14 dpi, which was related to cytotoxicity and inflammation. NK cells may worsen SCI. However, a recent study showed that gut microbiome-licensed meningeal IFNγ^+^ NK cells drive LAMP1^+^ TRAIL^+^ anti-inflammatory astrocytes [50]. Therefore, the role of NK cells in SCI should be further explored. Immature neutrophils have neuroprotective capabilities that drive axon regeneration by expressing NGF and IGF-1 [41]. In our study, a few immature neutrophils were newly discovered at 14 dpi. However, NGF and IGF-1 expression was not observed in these immature neutrophils (data not shown). 

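In the cluster of 182 neutrophils with Elane and Mki67, Igf1 stood at 5.84 CPM (25 UMIs, 3.78 to 8.63), and between 1.51 and 19.7 CPM over the clusters of neutrophils with UMIs of the gene. Over all neutrophils, Igf1 stood at 0.593 CPM in the sham library, 9.07 CPM at 3 dpi and 5.25 CPM at 14 dpi. B cells held 11.4 CPM at 3 dpi (4 UMIs, 3.10 to 29.1) and 10.7 CPM at 14 dpi, and microglia 238.5 CPM at 14 dpi. An Igf1 UMI was found in 3.66% of neutrophils and 4.78% of B cells at 14 dpi without thinning, and in 0.287% and 1.04% after thinning to 1000 UMIs, so these levels do not show that neutrophils express the gene.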

Although GO enrichment analysis showed that these neutrophils were associated with regeneration, the detailed mechanisms need to be further explored.

The M1/M2 nomenclature was not applicable to the macrophage subtypes in SCI [51]. The expression of the M2 markers CD206 and Arg1 was different. 

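CD206 is the product of Mrc1 (ENSMUSG00000026712; chromosome 2, 14229392 to 14332057). In the cluster of 107 macrophages made mostly of sham cells, Mrc1 stood at 3047 CPM (2938 to 3159), against 402 CPM in the cluster of 328 cells from 14 dpi and 94.7 CPM in the largest from 3 dpi. Over all macrophages, Mrc1 fell from 2870.0 CPM in the sham library to 78.3 CPM at 3 dpi (log2 −5.20, −5.26 to −5.13). Arg1 (ENSMUSG00000019987; chromosome 10, 24915221 to 24927484) had 2 UMIs in the mostly sham cluster (2.07 CPM). It stood at 7981, 4022 and 1131 CPM in the largest 3 clusters from 3 dpi and at 7.81 CPM in the cluster of 328 cells. Most macrophages at 14 dpi lay in a cluster led by genes that microglia share, so the class of these 328 cells is not settled. At 3 dpi, 79.7% of macrophages had an Arg1 UMI after thinning to 1000 UMIs, against 43.1% of B cells (median depths 13881 and 2508 UMIs), and 98.5% and 72.3% without thinning.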

CD206 was uniquely expressed in BAMs, whereas Arg1 was widely expressed in IaMφ. Almost all IaMφ were in the intermediate state, whereas IaMφ2 secreted more pro-inflammatory cytokines than IaMφ1. 

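Il1b stood at 1803 and 599 CPM in the clusters with 464 and 454 macrophages from 3 dpi in which the IaMφ2 genes were highest. In those with 1000 and 697 such cells in which the IaMφ1 genes were high, it stood at 125 and 127 CPM. Tnf stood at 53.6 and 58.2 CPM in the first pair and at 23.4 and 26.0 CPM in the second. The cluster with 464 cells, which had the highest Il1b of these, was led by genes of monocytes, so its class is not settled. In B cells of the 3 dpi library, Il1b stood at 247 CPM and Tnf at 37.0 CPM (13 UMIs, 19.7 to 63.2).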

Post-phagocytosis M2 macrophages switch to the pro-inflammatory phenotype and have a poor capacity for phagocytosis [52]. We found that IaMφ1 was related to fatty acid transport, and autophagy, indicating that IaMφ1 is a type of phagocytizing macrophage. In contrast, IaMφ2 cells exhibited high inflammation and low phagocytic activity. IaMφ2 may be a type of post-phagocytic macrophage. IaMφ2 is also important for wound healing and angiogenesis. Thus, simply switching the macrophage phenotype from M1 to M2 for therapy is not sufficient.

The M1/M2 nomenclature was also not applicable in microglial subtypes. M1 markers (IL1β and TNF) and M2 markers (CD206 and Arg1) were widely expressed in PaMG, but were not expressed in hMG, IrMG, or IaMG. 

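In the microglial clusters of 568 and 455 cells, both mostly from 3 dpi, Tnf stood at 91.0 CPM (85.1 to 97.2) and 82.9 CPM, and Il1b at 185 and 177 CPM. Tnf stood at 18.9 CPM in the cluster of 112 cells and at 9.69 CPM or less in the others. Il1b stood at 61.0 CPM in the cluster of 112 cells and 39.3 CPM in that of 1388 cells. Arg1 stood at 479 and 763 CPM, against 3.28 CPM or less elsewhere, and Mrc1 at 14.5 and 42.6 CPM, with 18.9 CPM in the cluster of 112 cells. Free RNA limits these values: B cells of the 3 dpi library held 11.4 CPM of Mrc1 (4 UMIs, 3.10 to 29.1). After thinning to 1000 UMIs, an Arg1 UMI was found in 33.8% of microglia at 3 dpi and 43.1% of B cells, and an Il1b UMI in 15.3% and 22.3%. A Tnf UMI was found in 8.18% of microglia (78 of 953) and 3.08% of B cells. Median depths were 19146 UMIs in microglia and 2508 in B cells. Without thinning, an Arg1 UMI was found in 93.4% and 72.3%, an Il1b UMI in 78.0% and 40.8%, and a Tnf UMI in 59.1% and 10.0%. For Arg1 and Il1b the order of the classes depends on the thinning, so these shares do not decide whether microglia are above background. In sham microglia thinned to 1000 UMIs, a Tnf UMI was found in 35.8% with the standard protocol and 0.533% with ActD. Dissociation thus stays open for the Tnf level at 3 dpi.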

PaMG occurred mainly at three dpi in response to microglial reduction. We found that microglial repopulation occurred at 14 dpi. Microglial repopulation that forms a neuroprotective scar is important for recovery from SCI. Previous studies have shown that most repopulating microglia were derived from residual microglia after acute depletion or white matter injury [23, 53]. Our study found that most nestin^+^ stem cells could not differentiate into microglia after SCI. After permanently labeling microglia as tdT^+^ cells, reborn microglia also expressed tdT, which directly indicated that reborn microglia were mostly derived from residual microglia. Notably, microglia transiently express nestin at three dpi, which was similar to a previous study [23].

After validating the origin of the microglial repopulation in SCI, we considered how the residual microglia initiate proliferation. This study identified Hif1α as a key factor in microglial repopulation and functional recovery. Hif1α ablation in microglia causes larger lesion sizes and inflammatory diffusion, which may be due to a deficiency in wound compaction. Targeting Hif1α may help build a neuroprotective physical barrier for axon regeneration and functional recovery. It would be interesting to uncover whether similar results can be observed in humans after SCI. The functions of the activation of Hif1α in other cell types (astrocytes, neurons, oligodendrocytes, and fibroblasts) need to be examined.

## Supplementary information

Supplementary Figures

Fig. S1

Fig. S2

Fig. S3

Fig. S4

Fig. S5

Fig. S6

Fig. S7

Fig. S8

Fig. S9

Table S1

## Data Availability

The raw data files of ScRNA-seq have been deposited in the Gene Expression Omnibus with the following accession number: GSE182803. Additional data related to this paper can be requested from the corresponding author.

# Supplementary material for: Single-cell transcriptome analysis reveals the immune heterogeneity and the repopulation of microglia by Hif1α in mice after spinal cord injury
**Source:** Cell Death Dis. 2022 May 3;13(5):432. doi: 10.1038/s41419-022-04864-z
**Supplement:** Supplementary file 1 — Supplementary Figures

**Supplementary Figure Legends**

**Figure S1.** ActD minimizes the artificially activation of immediate-early genes (IEGs) in process of single cell dissociation in vitro. A, Experimental design. Preparation of single-cell suspensions using a standard protocol or an ActD-based protocol for scRNA-seq. B, A t-SNE plot of 4,467 CD45^+^ cells isolated from the spinal cord with standard dissociation and ActD-based dissociation. hMG, homeostatic microglia; IrMG, interferon response microglia; DrMG, dissociation response microglia; BAM, border associated macrophage; MC, monocyte; MDC, monocyte-derived cell; Cbc, circulating basal cell. C, A t-SNE plot with the colors representing cells undergoing different dissociation. D, DEGs in the Standard-sham sample compared to the ActD-sham group.

E, The expression of 8 DEGs mentioned in (d) is analyzed by Real-time qPCR, n = 8 from 2 independent experiments, multiple unpaired two-tailed Student’s t-test, ****P* < 0.001. F, Violin plots show the expression of IEGs in each cluster.

**Figure S2.** Transcriptomic recognition of cell types in healthy spinal cords. A, Violin plots of transcriptional expression of markers of different immune cell types in each cluster. B, Proportion of cells in each cluster.

**Figure S3.** immune cell heterogeneity after SCI. A, Violin plots of the expression of markers of different immune cell types in each cluster after SCI. B, tSNE plots of CD45^+^ cells after SCI. C, Proportion of cells in each cluster. D, Violin plots of the expression of IEGs in each cluster.

**Figure S4.** DCs and neutrophils heterogeneity after SCI. A, scRNA-seq show the proportion of DC subtypes in total DCs after SCI. B and C, Bubble diagrams of GO analysis (molecular function) of DEGs in migDCs and Ia cDCs, respectively. D, scRNA-seq show the proportion of neutrophil subtypes in total neutrophils after SCI. E and F, Bubble diagrams of GO analysis (molecular function) of DEGs in Oi neutrophils and immature neutrophils, respectively.

**Figure S5.** Lymphocyte heterogeneity after SCI. A, scRNA-seq show the proportion of αβ T cells, γδ T cells, B cells, NK cells, and NK T cells in lymphocytes after SCI. B, A bubble diagrams of GO analysis (molecular function) of DEGs in NK cells. C, Proportion of αβ T cell1 and αβ T cell2 in each cluster. D, DEGs between in αβ T cell1 and αβ T cell2. E, A bubble diagram of GO analysis (molecular function) of DEGs in αβ T cell1. F, Violin plots of the expression of IFNg, Foxp3, IL17a, CD69, and ICOS in each cluster, respectively.

**Figure S6.** Macrophages and microglia heterogeneity after SCI. A, scRNA-seq show the proportion of macrophage subtypes in total macrophages after SCI. B, A Venn diagram shows DEGs among three macrophage subsets.tSNE maps of the expression of male (Eif2s3y) and female (Xist) markers. C, A tSNE maps of the expression of male (Eif2s3y) and female (Xist) markers. D and E, Bubble diagrams of GO analysis (molecular function) of core DEGs of IaMG (D) and IaMG signature genes (E). F-H, Bubble diagrams of analysis (molecular function) of core DEGs of IaMG (F), PaMG1 signature genes (G), and PaMG2 signature genes (H).

**Figure S7.** Microglia reverse to a development growth state after SCI. A, Venn diagrams show DEGs PaMG1 versus significant genes in each developmental microglial cluster. B, Gating strategy for microglia related to Fig. 4c. C, IHC images show only microglia express tdT in the spinal cord at the sham group. Magnified images of the boxed area are displayed in the middle (asterisk) and right (triangle). Images indicate similar results from three independent mice. Scale bar: 500 μm.

**Figure S8.** The expression of Hif1α in microglia promotes angiogenesis and maintains microglial stemness after SCI. A, IHC images show deficient angiogenesis in the lesion at 14 dpi in Hif1α cKO mice and control mice. A dashed white line outlines the lesion border. Scale bar: 500 μm. B, Statistical histogram of (A). n = 4 independent mice per group, unpaired two-tailed Student’s *t*-test, **P* = 0.0158*.* C, IHC images show the expression of Nestin in microglia within the lesion rim in Hif1α cKO mice and control mice at 3 dpi. Scale bar: 50 μm. D, Statistical histogram of (C). n = 4 independent mice per group, unpaired two-tailed Student’s *t*-test, *****P* < 0.0001*.* E, IHC images show the expression of Spp1 in microglia within the lesion rim in Hif1α cKO mice and control mice at 3 dpi. Scale bar: 50 μm. F, Statistical histogram of (E). n = 4 independent mice per group, unpaired two-tailed Student’s *t*-test, *****P* < 0.0001*.*

**Figure S9.** Gating strategy of analysis of various immune cells according to ScRNA-seq. A, Gating strategy of analysis of various lymphocytes subtypes related to Fig 2A-C, 2E, 2F, 2H, 2I. B, Gating strategy of analysis of activated T cells related to Fig. 2J. C, Gating strategy of analysis of various DC subtypes related to Fig. 1G-I. D, Gating strategy of analysis of various neutrophils subtypes related to Fig. 1L-N. E, Gating strategy of analysis of various macrophages subtypes and microglia related to Fig. 3A-C.

# Supplementary material for: Single-cell transcriptome analysis reveals the immune heterogeneity and the repopulation of microglia by Hif1α in mice after spinal cord injury
**Source:** Cell Death Dis. 2022 May 3;13(5):432. doi: 10.1038/s41419-022-04864-z
**Supplement:** Supplementary file 11 — Table S1

**TableS1. The details of materials**

How the deposited data were processed for this re-analysis (not part of the article)

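The study sequenced CD45+ immune cells of the mouse spinal cord in 4 libraries, 1 per condition, which were sham with the standard dissociation, sham with ActD dissociation, 3 dpi and 14 dpi. For each library, the authors deposited UMI counts per gene and cell barcode as a sparse matrix, without normalization. All values were whole numbers, every barcode held at least 500 UMIs, and cells with fewer than 600 genes or over 10% mitochondrial UMIs were still present, so the filters of the study had not been applied. The headers of the matrices carry software version 3.0.1 for the standard sham and 3 dpi libraries and 3.1.0 for the ActD sham and 14 dpi libraries. They name no genome build. Genes were matched by Ensembl identifier to GENCODE M21, in which 30934 of the 31053 identifiers were found. Sequencing reads were not used here. The flow cytometry, staining, lineage tracing and knockout experiments, the GO and upstream regulator analyses and the published list of developmental microglia were not analysed here.

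The filters of the study were applied, with at least 600 genes and at most 10% mitochondrial UMIs per cell. Cells with UMIs of Itgam and of a lymphoid marker were removed. Some genes are not reported here. DoubletFinder was not used here. Doublets were instead scored per library with the Scrublet method in scanpy 1.11.5, and the cells with the highest scores were removed at a rate of 0.8% per 1000 cells of the library, which took out 291, 42, 774 and 931 cells of the standard sham, ActD sham, 3 dpi and 14 dpi libraries. The UMIs of the cells kept were 47840648, 25739742, 95616144 and 95757564. Counts were scaled to 10000 UMIs per cell and log-transformed, and the libraries were integrated with Seurat 5.3.0 in R 4.3.3 (2000 features, k.filter 200, 50 dimensions) and clustered at a resolution of 0.6. The 3 libraries with ActD and the 2 sham libraries were clustered apart from each other. Lymphocytes, dendritic cells, neutrophils, macrophages and microglia were clustered again without integration, on 30 principal components. For the clusters of neutrophils, macrophages and microglia, and for the comparison of lymphocyte clusters, every gene on the lists below was left out.

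Cell types were named from marker lists fixed before the data were examined. The thresholds of the naming rule were set after the clusters were seen. Each cluster was named separately for the cells of each library in it, if it held at least 20 of them, from the class with the highest relative marker levels and at least 3 markers detected in 25% of its cells. Cells stayed without a name where genes of another class or of myeloid progenitors outnumbered its own markers among the 10 leading genes of the cluster, or where its median UMI count was under that of the library divided by 3 and no marker was among the leading genes. Cells with at least 3 genes of a list of myeloid progenitors or of pro-B and pre-B cells were counted after thinning to 1000 UMIs, and both lists were added after the clusters had been seen.

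UMIs were summed per class and library, so that 1 library gave 1 value, and were scaled to CPM. Sums carry exact Poisson intervals, ratios of CPM exact conditional intervals and shares exact Clopper-Pearson intervals, all at 95%, and they cover counting error only. Where a count was 0, the limit given is that of 3 counts. There were no replicates, so no test between conditions was made from cells, and no count of changed genes is given. For lists of genes, the median log2 ratio over genes with at least 20 UMIs, with 0.5 UMIs added, was ranked among the medians of 10000 random lists drawn from the 100 genes nearest in mean expression. The only test was that of the male over female log2 ratio of interferon response genes in microglia, with the 4 libraries as pairs in an exact sign-flip test. A cell was male with a UMI of 1 of 4 Y-linked genes and none of Xist, and female with a UMI of Xist and none of these genes. In data simulated from the sums with 200 changed genes, the 95% intervals held the true ratio for 95.4%, 95.3% and 95.1% of genes in the 3 comparisons of microglia.

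The lists were IEGs, interferon response genes, proliferation genes and HIF target genes, and the genes that the paper names as M1 and M2 markers, for hMφ, IaMφ1 and IaMφ2, for IaMG and PaMG, for αβ T cell2, for the state of T cells and for stemness. The genes that the paper names for these subsets were picked from the same libraries and are no independent evidence. Genes named beyond those of the paper are the 5 with the largest and the 5 with the smallest log2 ratio in each comparison of microglia, among genes with at least 200 UMIs in the pair of libraries, leaving out sex-linked, mitochondrial, haemoglobin and ribosomal protein genes.

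The alternatives were merging the libraries without integration, clustering each library alone, resolutions of 1.2 and 0.3, a looser filter (200 genes, 20% mitochondrial UMIs) and a stricter one (1000 genes, 5%), no doublet removal, keeping cells with UMIs of Itgam and a lymphoid marker, naming each cell on its own, CPM without mitochondrial and ribosomal protein genes, edgeR's TMM factors, the mean over cells, male or female cells alone, 50 in place of 20 neighbours, stricter sex calls, thinning to 1500 UMIs or none, and a minimum of 50 UMIs for named genes. Where a list's median moved by less than 0.1 on the log2 scale, it was taken as unchanged. Other tools were edgeR 4.0.16, Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0.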

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

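The tests on other cell classes, on the sex of the animal alone and on a shared library batch were chosen only after the result was seen, and so were the lists of genes of immature cells and the final rule for the outcome of the test on marrow or blood.

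In microglia, interferon response genes were lower in male than in female cells of the ActD sham library, with a log2 ratio of −2.28, while in the standard sham library the ratio was 0.068. The sham libraries thus lay on opposite sides of 0, and the difference between them was not tested, since each protocol has 1 library. With cells thinned to 1000 UMIs before sex was assigned, the ratio in the standard sham library was −0.37, so that the opposite direction in microglia depends on this setting. Without such thinning, male cells of that library were higher in macrophages (0.18), monocytes (0.71), neutrophils (0.29) and B cells (0.86). These ratios rest on 30, 20, 49 and 33 male cells. At 14 dpi, as in the ActD sham library, male microglia were lower. Several explanations were tested on the ActD sham and 14 dpi libraries. Sex calls set by depth or free RNA are argued against by stricter calls, under which the ratio nearest to 0 was −1.42. A few female cells with very high levels are argued against by the median female microglial cell, which held at least 3 interferon UMIs per 1000 UMIs, against 0 and 1 in the median male cell. A state of microglia alone is argued against by the other classes of these libraries, in which the ratio nearest to 0 was −0.78, in T cells at 14 dpi. Sex alone, as a difference of like size in every library, is argued against by the gap of at least 0.79 on the log2 scale to the standard sham and 3 dpi libraries. A sex difference that varies with the protocol or the time after injury would give such a gap too. It was not tested, since each condition has 1 library. At 3 dpi male cells were lower as well, to a lesser extent, with −0.27 in microglia (−0.74 with cells thinned before sex was assigned), −0.25 in macrophages, −0.39 in neutrophils, −0.42 in dendritic cells and −0.27 in T cells. What stays open is a sex difference that varies with protocol or injury, a batch, or the state of 1 or a few animals. The 2 libraries with the larger difference in microglia carry software version 3.1.0, and nothing in the data separates that batch from the animals pooled in them, so these cannot be told apart. A candidate explanation is that some of the female mice in these libraries were in an interferon response, and the data do not give its cause.

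Cells with genes of immature blood cells were found in the uninjured cord and at 14 dpi. The paper names immature neutrophils at 14 dpi and reports no such cells in the uninjured cord. After thinning to 1000 UMIs, cells with at least 3 genes of myeloid progenitors (Elane, Mpo, Prtn3, Ctsg, Ms4a3, Car1 and Car2) made up 3.08% of the standard sham library (155 of 5029 cells, 2.62 to 3.60%) and 1.53% at 14 dpi (139 of 9067 cells, 1.29 to 1.81%), against 0.517% in the ActD sham library and 0.146% at 3 dpi. In microglia, which should lack these genes, the share was 0.316% in the standard sham library and 0.0477% at 14 dpi. Cells with at least 3 genes of pro-B and pre-B cells (Vpreb1, Vpreb2, Igll1, Dntt, Rag1 and Rag2) made up 0.895% and 0.640% of the same libraries, and none were found in the ActD sham and 3 dpi libraries. Marrow or blood of a few animals, carried into the suspension, predicted that immature cells and B cells come mostly from 1 sex while microglia come from both. At 14 dpi, 94.8% of the myeloid progenitor-like cells with a sex call were male (89.0 to 98.1%), and so were 94.3% of the pro-B or pre-B cell-like cells and 89.6% of B cells, against 46.8% of microglia. In the standard sham library these shares were 3.47%, 9.09% and 5.12%, against 44.3% of microglia. Neutrophils at 14 dpi were 89.5% male as well, while T cells (40.95%), NK cells (26.7%) and monocytes (53.9%) were not mostly male. In the standard sham library, neutrophils (25.5%), monocytes (11.4%) and NK cells (8.33%) were mostly female. The immature cells and B cells are in line with a source in a few animals of 1 sex per library, while the T cells, NK cells and monocytes at 14 dpi do not share it. The values do not separate marrow or blood from cells that had settled in the tissue of those animals, and this stays open. For the 14 dpi library, entry after the injury stays open too and was not tested.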

How the results depend on the processing

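The count of NK cells by their markers, with at least 3 or at least 4 of them and with cells that had UMIs of Itgam and a lymphoid marker removed or kept, was chosen only after the result was seen, and the other tests were planned. No paired analysis was possible because nothing ties a library of 1 condition to a library of another; the test by sex pairs cells within each library. The mean over cells gave no value for the IEGs of microglia by protocol.

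Of the alternatives for the leading results, 27 left the value within its counting interval or the limit of 0.1 on the log2 scale and 47 moved it, none of them to the other direction. The mean male over female log2 ratio stayed between −1.17 and −0.97 under the alternatives tried. For each value below, the cause was not tested.

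For the shares of microglia in the sham, 3 dpi and 14 dpi libraries (76.5%, 11.6% and 46.2%) and of macrophages at 3 dpi (48.4%), merging without integration gave 78.4%, 12.4%, 48.1% and 41.4%. Each library clustered alone gave 71.0% for sham microglia, 6.915% for microglia at 3 dpi and 40.5% for macrophages. The looser filter gave 69.6%, 10.1%, 43.3% and 53.3%, and the stricter filter 70.2% and 8.95% for microglia of the sham and 3 dpi libraries and 56.8% for macrophages. A resolution of 1.2 gave 50.9% for macrophages, and no doublet removal 44.8% for microglia at 14 dpi. Keeping cells with UMIs of Itgam and a lymphoid marker gave 43.85% for microglia at 14 dpi, 44.65% for macrophages and 17.4% for lymphocytes at 14 dpi (15.9%). Naming each cell on its own gave 21.8%, 1.83% and 9.79% for microglia, 30.35% for macrophages and 25.0% for lymphocytes. That rule divides the marker UMIs of a class by their mean over all cells of the libraries. It works against abundant classes by construction, so these values are no check on the cluster names. For the standard sham library, the share of microglia (50.3%) was 42.35% with the looser filter, 48.2% without doublet removal and 47.7% with the cells with UMIs of Itgam kept. In the ActD library clustered beside it, the looser filter gave 62.4% (70.3%).

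The median log2 ratio of IEGs in microglia by protocol (5.88) was 6.42 with TMM factors, 5.74 with the stricter filter, 6.38 in male and 5.49 in female cells. That of proliferation genes at 3 dpi over sham (2.08) was 2.24 without mitochondrial and ribosomal protein genes, 2.54 with TMM factors, 2.57 as a mean over cells, 4.50 with the stricter filter, 1.97 without doublet removal, 3.26 in male and 1.79 in female cells. That of interferon response genes at 14 dpi over sham (0.41) was 0.53, 0.98, 0.56, 0.69 and 0.66 under the first 5 of these settings and 1.19 in male cells. TMM factors shift every gene alike by construction. The share of neighbours from the other protocol (0.451%) was 0.630% with 50 neighbours and 13.5% after integration.

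A few results changed direction. The median of interferon response genes in microglia at 3 dpi over sham (−1.30) was 0.30 in male cells. That of proliferation genes at 14 dpi over sham (−1.18) was 0.000959 with the stricter filter and 0.36 in male cells. The median of the IaMG1 genes at 14 dpi over sham (0.09) was −0.057 in female cells. The male over female log2 ratio of interferon response genes in the standard sham library (0.07) was −0.37 with cells thinned to 1000 UMIs before sex was assigned. For each of these, the cause was not tested. Of the other alternatives, 133 moved a value and 105 did not.

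Depth limits the shares of cells with a UMI, since the median neutrophil held 2287 UMIs at 3 dpi and the median microglial cell 19146. The sham library held 31 dendritic cells and 64 lymphocytes, which limits the shares of their subtypes.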

Differences from the paper's values

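The tests that count NK cells by their markers were chosen only after the result was seen. For the sham library with the standard protocol, 5035 cells were kept, against the paper's 2870 cells. None of the alternatives set before the data were examined closed the gap. They gave 5773 cells with the looser filter, 4313 with the stricter filter, 5326 without doublet removal and 5423 with the cells that had UMIs of Itgam and a lymphoid marker kept.

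Macrophages made up 4.17% of the sham library, against the paper's 7%. Clustered beside the standard sham library, the same library held 136 macrophage-like cells, against 89 here. A further 24 sham cells, named DCs here, lay in a cluster led by genes such as Mrc1 and Cd163. The naming of border-associated macrophages may thus account for part of the gap. Merging the libraries without integration gave 6.84%, clustering each library alone 8.99%, the stricter filter 5.60% and no doublet removal 4.96%. A resolution of 1.2 gave 4.12% and the looser filter 4.196%. Keeping cells with UMIs of Itgam and a lymphoid marker gave 4.63%. Naming each cell on its own, by the rule that works against classes abundant over all libraries, gave 0.234%.

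The paper ties the interferon-response microglia of the healthy cord to the male-specific gene and the homeostatic microglia to the female-specific gene. In the ActD sham library, interferon response genes summed to 734 CPM in male and 3572 CPM in female microglia, and all 20 of them were lower in male cells.

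From scRNA-seq and flow cytometry counts per mouse, the paper finds that NK cells entered the cord at 14 dpi alone. The flow counts were not analysed here. At 3 dpi, NK clusters held 32 cells when all cells were clustered and 11 when lymphocytes were clustered again, and 23 cells were NK cells by their markers. The 23 cells (0.280%, 0.178 to 0.420%) are not clearly above the uninjured cord, where 3 of 2135 cells with ActD (0.141%, 0.0290 to 0.410%) and 10 of 5035 with the standard protocol (0.199%, 0.0953 to 0.365%) were NK cells by their markers. In the latter library, 43 cells lay in NK clusters. At 14 dpi the share by markers was 2.13%, so the few NK cells at 3 dpi do not contradict entry at 14 dpi alone.

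The paper finds almost all γδ T cells to be Th17 cells. An Il17a UMI was found in 28.2% of them after thinning to 1000 UMIs and in 55.6% without thinning.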

Other observations

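The tests on a response of microglia and macrophages alone, on free RNA in B cells and on dilution in neutrophils were chosen only after the result was seen, and so were the number of NK markers and the counting interval in the test of the filter on NK cells.

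IEGs were higher at 3 than at 14 dpi outside microglia and macrophages too, with median log2 ratios of 3.21 in B cells (17 of 17 genes), 2.77 in neutrophils (19 of 19), 0.82 in T cells (16 of 19) and 0.79 in dendritic cells (19 of 20). A response of injured microglia and macrophages alone is argued against by the 3.21 in B cells. Free RNA of macrophages and neutrophils is argued against as the whole cause: with the free RNA that Spp1 and S100a8 allow taken off (16.1% and 1.07% of the levels in those classes), the median in B cells was 2.39. Dissociation, or a batch shared with the standard sham library, predicted that other genes raised by the standard dissociation would be higher in B cells at 3 dpi, and their median of 1.30 stood at percentile 100 of random lists. With free RNA taken off, it fell to 0.61 (28 of 46 genes), still at percentile 100. In T cells the median of these other genes fell from 0.61 to −0.10 (28 of 61 genes), at percentile 99.97. The IEG median in T cells was then 0.43 (14 of 18 genes), against 0.82 before. The 14 dpi B cells also include clusters of 146 and 49 proliferating or immature cells. The injury could raise the same genes, and the 3 dpi library carries the software version of the standard sham library, so that dissociation, batch and injury stay open.

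Interferon response genes were higher in T cells at 14 than at 3 dpi. A difference carried by the female cells of the 14 dpi library is argued against by the male T cells alone, in which the median log2 ratio was 1.53. A batch stays open, since the 3 and 14 dpi libraries carry different software versions. No other explanation was tested.

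NK cells were counted at 3 dpi, with a share whose interval overlaps those of the sham libraries. A filter on Itgam and Klrb1c that hides NK cells would make this count too low and cannot explain that they are found. It predicted a rise of over 1.5 times with such cells kept. At 3 dpi the count rose from 23 to 31, or 1.35 times (1.15 to 1.685), below the ratio predicted, which lies within the interval, so that the counts at 3 dpi are too few to decide. At 14 dpi and in the standard sham library the filter removed more. The count rose from 193 to 322 at 14 dpi, or 1.67 times (1.56 to 1.79). In the standard sham library it rose from 10 to 40, or 4 times (3.02 to 5.28). In the ActD sham library it rose from 3 to 4, or 1.33 times (1.01 to 2.86), from too few cells to compare. The cells added also include any doublets of NK and myeloid cells, which were not separated from NK cells that express Itgam.

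Ly6g and the granule genes were lower in neutrophils at 3 than at 14 dpi. Dilution by RNA of other cells would lower all markers of neutrophils alike. The other 9 markers moved apart by 6.56 on the log2 scale, from −3.80 for Retnlg to 2.76 for Il1r2, beyond their counting intervals, which argues against dilution as the whole cause. S100a8 (−2.665) and S100a9 (−2.83) fell with Ly6g, while Csf3r (1.82) and G0s2 (1.29) rose. A change in the state or source of the neutrophils and a library batch stay open. At 14 dpi 89.5% of neutrophils with a sex call were male, as were most immature cells, so neutrophils of marrow or blood of a few animals are among the sources left open, and no biological explanation was tested.

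In T cells at 14 over 3 dpi, the log2 ratio was −0.89 for Icos (−1.10 to −0.67), 0.15 for Entpd1 (−0.43 to 0.75), 0.49 for Ctla4 (0.07 to 0.93) and 0.64 for Ifng (0.29 to 1.00). The 7 genes named for the state of T cells had a median of 0.31 (4 of the 6 with at least 20 UMIs higher). After thinning to 1000 UMIs, 15.0% of T cells had an Icos UMI at 3 dpi (71 of 473) and none of 130 B cells, which allows up to 2.31%. Foxp3 had a UMI in none of 473 T cells at 3 dpi, which allows up to 0.634%, and in 15 of 640 at 14 dpi, against none of 480 B cells, which allows up to 0.625%. An Ifng UMI was found in 24 of 211 NK cells at 14 dpi, as named in the clusters of all cells, and in 1 of 480 B cells.

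After thinning to 1000 UMIs, an Mki67 UMI was found in 1.29% of sham microglia, 23.4% at 3 dpi (223 of 953, 20.7 to 26.2%) and 1.15% at 14 dpi, against 2.31% of B cells at 3 dpi. Without thinning, the microglial shares were 2.76%, 62.05% and 4.87%. The genes named for stemness, Nes, Myc and Spp1, had a median log2 ratio over sham of 0.56 at 3 dpi and 1.03 at 14 dpi in microglia. A Nes UMI was found in 1.78%, 3.88% and 3.29% of microglia, against 0.769% of B cells at 3 dpi, and a Myc UMI in 2.82%, 1.05% and 0.955% of microglia, close to the 3.13%, 0.769% and 1.46% of B cells. An Spp1 UMI was found in 97.5% of microglia and 99.2% of B cells at 3 dpi, at 24200.0 and 4906 CPM.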
